# Stimulation of skeletal stem cells in the growth plate promotes linear bone growth

**DOI:** 10.1172/jci.insight.165226

**Published:** 2024-03-22

**Authors:** Dana Trompet, Anastasiia D. Kurenkova, Baoyi Zhou, Lei Li, Ostap Dregval, Anna P. Usanova, Tsz Long Chu, Alexandra Are, Andrei A. Nedorubov, Maria Kasper, Andrei S. Chagin

**Keywords:** Bone biology, Stem cells, Bone development, Cartilage

## Abstract

Recently, skeletal stem cells were shown to be present in the epiphyseal growth plate (epiphyseal skeletal stem cells, epSSCs), but their function in connection with linear bone growth remains unknown. Here, we explore the possibility that modulating the number of epSSCs can correct differences in leg length. First, we examined regulation of the number and activity of epSSCs by Hedgehog (Hh) signaling. Both systemic activation of Hh pathway with Smoothened agonist (SAG) and genetic activation of Hh pathway by Patched1 (*Ptch1*) ablation in *Pthrp-creER* *Ptch1*^fl/fl^ tdTomato mice promoted proliferation of epSSCs and clonal enlargement. Transient intra-articular administration of SAG also elevated the number of epSSCs. When SAG-containing beads were implanted into the femoral secondary ossification center of 1 leg of rats, this leg was significantly longer 1 month later than the contralateral leg implanted with vehicle-containing beads, an effect that was even more pronounced 2 and 6 months after implantation. We conclude that Hh signaling activates growth plate epSSCs, which effectively leads to increased longitudinal growth of bones. This opens therapeutic possibilities for the treatment of differences in leg length.

## Abstract 2

Stimulation of the stem cells in the growth plate of long bones promotes bone growth and may correct for leg length differences.

## Introduction

As demonstrated unequivocally in individuals with chondrodysplasia, the epiphyseal growth plates drive the linear growth of long bones, which eventually determine the body’s overall height, approximately half of which is accounted for by the legs (1). It is striking that in only 10% of the population are the legs of equal length (2). Large discrepancies in leg length (>2 cm, i.e., >1.2% of average height) in central European women (3) have been described as problematic, increasing the long-term risk of damage to the hips and knees, as well as lower back problems (2).

The growth plates appear as spatially allocated individual structures upon formation of the secondary ossification center (SOC), a bony structure that separates the developmental epiphyseal cartilage into the growth plate and articular cartilage (4, 5). Morphologically and functionally, the growth plate can be divided into the resting, proliferative, and hypertrophic zones. The resting zone contains slowly cycling cells, which, upon recruitment into the underlying proliferative zone, begin proliferating rapidly and arrange themselves into longitudinal columns of flat chondrocytes. Thereafter, these flat chondrocytes undergo further differentiation along with hypertrophy, forming the hypertrophic zone (6). Thereafter, the hypertrophic chondrocytes die or transdifferentiate (7), leaving a cartilaginous template on which spongy bone is built.

Recently, it was shown that the resting zone contains a unique population of stem cells that express the parathyroid hormone–related protein (PTHrP) (8). Furthermore, these stem cells reside in a niche that governs their abilities of renewal and generation of transit-amplifying proliferative chondrocytes (9). Interestingly, this niche arises postnatally, probably in association with maturation of the SOC (9), and only then can the stem cells obtain self-maintaining capacity and the ability to produce stable, long-lasting clones (9).

The importance of the Hedgehog (Hh) signaling pathway in development of the skeleton (10) is demonstrated by the observation that deletion of Indian hedgehog (Ihh) (normally expressed by prehypertrophic and hypertrophic chondrocytes), either globally or specifically in cartilage, virtually eliminates formation of the growth plate (11, 12). Together with PTHrP, Ihh is involved in a negative-feedback loop that controls the rate of chondrocyte differentiation (6). More specifically, Ihh produced by prehypertrophic and hypertrophic chondrocytes diffuses to the resting zone, where it stimulates expression of PTHrP, which in turn inhibits the hypertrophic differentiation of chondrocytes (6).

In addition, if Hh signaling is inhibited either genetically within the growth plate or pharmacologically during postnatal growth, the growth plate fuses abruptly (13, 14), further indicating the essential role this signaling plays in the maintenance of the growth plate and linear growth. However, the potential role played by the Hh pathway in regulation of epiphyseal skeletal stem cells (epSSCs) remains largely unexplored. It has been reported that both pharmacological activation and inhibition of this pathway suppress the activity of epSSCs (8) but also that pharmacological activation of this same factor promotes the proliferation of epSSCs (9). This discrepancy may reflect differences in the age of the animals at the time of treatment (e.g., before or after formation of the stem cell niche, i.e., 23–26 days of age in mouse long bones; ref. 9) or in other experimental conditions.

Here, we explore in detail the regulation of epSSCs by Hh signaling, both genetically and pharmacologically, as well as potential therapeutic applications of such manipulation.

## Results

### Regulation of epSSCs by systemic administration of an agonist of Hh pathway is age dependent.

In an attempt to explain discrepancies between earlier reports, we treated Pthrp-creER R26R-tdTomato mice with an Hh pathway–activating Smoothened agonist (SAG) exactly as described previously — either before (8) or after (9) formation of the stem cell niche — and analyzed their growth plates 8 days later (Figure 1A). Pthrp-creER R26R-tdTomato showed relatively low recombination efficiency when pulsed with tamoxifen at P6 or P25 (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.165226DS1), giving us a possibility to identify individual clones within the growth plate. Treatment on P10–P16 reduced the overall size of tdTomato^+^ clones (Figure 1, B and C), especially of those containing more than 4 cells, whereas the number of singlets, doublets, and triplets appeared unchanged (Figure 1, D–F, and Supplemental Figure 1D). This was accompanied by decreased cell proliferation in the uppermost 50 μm of the growth plate, i.e., the resting zone (Figure 1, G and H) and, specifically, of tdTomato^+^ cells (Figure 1, G and I).

Treatment with SAG on P30–P36 had the opposite effect (Figure 1, J and K), reducing the number of single tdTomato^+^ cells (Figure 1L) and increasing the numbers of doublets and triplets (Figure 1M), with no effect on the numbers of larger clones (Figure 1N and Supplemental Figure 1E). The proliferation of tdTomato^+^ cells in the uppermost 50 μm of the growth plate was enhanced when detected by Ki67 staining (Figure 1, O and P) and tended toward increase when detected by 5-ethynyl-2′-deoxyuridine (EdU) incorporation (Supplemental Figure 2K). Specifically, tdTomato^+^ cells in this area increased their proliferation upon SAG treatment (Figure 1, O and Q).

CD73 marks numerous cells in the resting zone in mice (Supplemental Figure 2) and has been proposed to be a marker for epSSCs (9, 15). At the same time, neither the number nor proliferative activity of cells expressing CD73 was affected by treatment with SAG at both time points tested (Supplemental Figure 2, B, C, E, G, H, and J). However, the number of Tomato^+^CD73^+^ cells was elevated by treatment with SAG on P10–P16 (Supplemental Figure 2D) and tended to be suppressed on P30–P36 (Supplemental Figure 2I). The CD73^+^ and Tomato^+^ populations of cells did not overlap entirely (Supplemental Figure 2, B and G), with an overlap of 40%–50% in control bones (Supplemental Figure 2, D and I), suggesting that the PTHrP^+^ and CD73^+^ cell populations may not be identical. It is plausible that CD73 is a broader marker of resting zone cells, which may contain other stem or stem-like populations, such as Axin2^+^ or FoxA2^+^ (16, 17). The proliferation within the proliferative zone of the growth plate was not affected by SAG treatment at either age tested (Supplemental Figure 2, F and L), and neither was the direction of cell division (Supplemental Figure 2M).

Thus, these experiments verified previous observations (8, 9) that systemic activation of the Hh pathway during the early growth period reduces the activity of epSSCs but, in contrast, promotes their activity when performed after maturation of the SOC, i.e., following formation of the stem cell niche.

### The increase in epSSC activity caused by genetic activation of Hh signaling is independent of age.

To further characterize this age-dependent response of epSSCs to stimulation of Hh pathway, we generated mice in which Hh signaling can be explicitly activated in PTHrP^+^ cells through conditional knockout of the Patched1 receptor: Pthrp-creER R262R-tdTomato *Ptch1*^fl/fl^ (hereafter referred to as Ptch-cKO mice) (Figure 2A). Surprisingly, in this case, activation of Hh pathway by injection of tamoxifen on P6 dramatically increased the average size of clones and promoted their disorientation and disorganization as assessed 12 days later, at P18 (Figure 2, B and C; disorientation visible in Figure 2B, magnified image). The number of singlets was reduced (Figure 2D), the numbers of doublets and triplets had a tendency to decrease (Figure 2E), and the number of large clones was greatly augmented (Figure 2F). Overall proliferation in the top 50 μm of the growth plate was enhanced (as assessed by EdU incorporation; Figure 2G) and, specifically, the proliferation of Tomato^+^ cells (Figure 2H).

Genetic activation of Hh signaling on P25–P27 also resulted in clonal enlargement (Figure 2, I and J), with fewer single Tomato^+^ cells (Figure 2K), a tendency of decreased doublets and triplets (Figure 2L), and more large clones appearing as assessed 12 days after the tamoxifen pulse, at P38 (Figure 2M). Of note, Tomato^+^ columns spanning the entire growth plate were already formed during this chasing period in Ptch-cKO mice (Supplemental Figure 3, A and B), with a total of 25 columns of all analyzed clones exceeding 30 cells in Ptch-cKO mice (average 8.3 clones exceeded 30 cells per Ptch-cKO mice; *n* = 3) but none in controls (*P* = 0.038; >30 cells/column represents the entire growth plate height). Prolonged chasing until P90 also revealed enlargement of columns in Ptch-cKO mice and demonstrated numerous cells in bone marrow originated from the labeled columns in both chasing periods (Supplemental Figure 3, C and D). The latter observation indicates that activation of the Hh pathway does not interfere with subsequent transdifferentiation, which aligns with a recent observation (18).

No changes in proliferation within the top 50 μm were observed at P38 (Figure 2N), likely reflecting low Cre efficiency at this age (Supplemental Figure 1), whereas proliferation of Tomato^+^ cells increased to almost double the baseline quantity, although the change was not statistically significant because of variability and sparse number of clones starting within the top 50 μm (Figure 2O). Additionally, the time frame of tracing might have missed the proliferation window of these sparse cells. Notably, Tomato^+^ cells within the resting zone did not decrease: femur: 22.3 ± 3.5 in control vs. 41.2 ± 12.3 in cKO, *P* = 0.258; tibia: 20.3 ± 3.5 in control vs. 53.5 ± 14.8 in cKO, *P* = 0.12; mean ± SE, unpaired 2-tailed *t* test, *n* = 3 animals for control (average number of cells per section, 29 sections analyzed, 100 μm thick), and *n* = 4 for cKO (38 sections analyzed, 100 μm thick sections).

Thus, we concluded that Hh signaling stimulates the proliferation and clonal activity of epSSCs independent of age. This difference from the findings with pharmacological manipulations (Figure 1) might be due to the negative systemic effects of the latter at an early age, though further investigation would be needed.

### An agonist of Hh pathway increases the number of epSSCs and creates a Wnt-inhibitory environment.

To explore the mechanism(s) underlying Hh-promoted activity of epSSCs, we treated Pthrp-mCherry mice with DMSO or SAG P30–P36 and sacrificed at P38. The number of Pthrp-mCherry^+^ cells increased 61% upon the treatment (Figure 3, A and B). We next FACS-sorted mCherry^+^ cells using additional selection for CD73 to exclude mCherry^+^ articular and perichondrial cells. CD73 is a marker for the growth plate resting zone and early proliferative cells (9, 15), and we found that a large proportion (28.2% ± 6.837%, *n* = 7, DMSO-treated mice) of mCherry^+^ cells were CD73^–^. The number of mCherry^+^CD73^+^ cells increased upon SAG exposure (Figure 3, C–F), verifying the previous observation and suggesting that activation of the Hh pathway promotes not only the activity of epSSCs but also their expansion. At the same time, this short exposure did not cause differences in bone length (tibia length 15.2 ± 0.4 and 14.5 ± 1.7, *P* = 0.29, *n* = 7/5, femur length 12.7 ± 0.4 and 14.8 ± 4.7, *P* = 0.247, *n* = 7/5, for control and SAG-treated mice, respectively).

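Total RNA of the sorted mCherry+CD73+ cells was sequenced from 4 DMSO-treated and 4 SAG-treated Pthrp-mCherry mice, in which mCherry marks cells that express *Pthlh*, the gene of PTHrP. SAG is a small-molecule agonist of Smoothened, the membrane protein that passes on the Hh signal, and DMSO is its vehicle. SAG was injected i.p. at 25 μg/g body weight once daily, from day P30 to day P36 according to the results and from day P31 to day P37 according to the methods, and the mice were sacrificed at day P38. RNA was extracted with a kit for small numbers of cells, and stranded total RNA libraries were prepared with a kit for picogram inputs. The authors deposited the counts of reads on each gene in each mouse, without normalization. The paper's text does not name the aligner, the counting program, the genome build, or the test and threshold for differential expression, and its statistics section describes comparisons between groups of animals in general. The table holds 16536 genes by symbol, of which 16113 are protein-coding genes in release M21 of the GENCODE annotation. In DMSO replicates 1 to 4, 42833394, 44300843, 32821357, and 24971992 reads were counted on genes. In SAG replicates 1 to 4, the totals were 34338935, 43170089, 40317009, and 46593090 reads. At these depths 3 counts correspond to between 0.0644 and 0.120 CPM (counts scaled to a common library size), a floor that covers counting error only. Counts were scaled by edgeR's TMM method, and the 15421 genes kept by its filter on low counts were compared between the groups by its quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were called differentially expressed. Spearman's rho of CPM across genes, which are not independent replicates, was between 0.939 and 0.955 for pairs of SAG-treated mice. Among DMSO replicates 1 to 3 it was between 0.926 and 0.938, and between DMSO replicate 4 and each of these it was between 0.834 and 0.868. No pair of libraries differed by as little as sampling noise.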

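Expression of 404 genes was higher and that of 41 genes was lower in mCherry+CD73+ cells from SAG-treated mice (edgeR's quasi-likelihood test, adjusted p under 0.05), so 90.8% of the differentially expressed genes were higher. The smallest absolute log2 fold change among them was 0.69. At an unadjusted p under 0.05, 1477 genes were higher and 1003 were lower. Every SAG-treated mouse lay above every DMSO-treated mouse in 1219 genes and below in 592 genes, where chance gives 1.43% of the tested genes in each direction. Across the alternatives the number of higher genes was between 0, with a score of neutrophil marker genes as a covariate, and 1017, without DMSO replicate 4, and the number of lower genes was between 0, with the same covariate, and 414, with DESeq2's Wald test and its filtering tuned for 0.1. With that covariate 629 genes were higher and 709 lower at an unadjusted p under 0.05. Treatment explained 89.2% of the variance of that score, which leaves little from which to estimate the effect of SAG. Pathways were taken from Reactome, a database of curated pathways, and each of the 875 sets with 10 to 500 tested genes was tested for over-representation by a 1-sided Fisher's exact test with Benjamini-Hochberg adjustment. Among the higher genes, 28 sets had an adjusted p under 0.05. The set with the smallest p was Hemostasis, with 42 of its 382 tested genes against 10.0 expected (Fisher's exact test, adjusted p = 2.48e-12). Among the lower genes, 0 sets had an adjusted p under 0.05, and 18 sets had an unadjusted p under 0.05.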

Bulk sequencing of the obtained mCherry^+^CD73^+^ cells from control and SAG-treated mice revealed 799 significantly upregulated and 400 downregulated genes belonging to several Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Figure 3, G–I). 

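Expression of the Hh signaling genes *Ihh*, *Gli1*, *Ptch1*, and *Btrc* was lower in cells from SAG-treated mice. *Ihh*, which encodes the ligand Indian hedgehog, lies on chromosome 1 of GRCm38 from 74945315 to 74951672. Its level was 29.4 ± 20.3 CPM (SD, n = 4) in DMSO-treated and 2.37 ± 1.43 CPM (SD, n = 4) in SAG-treated mice. The log2 fold change of *Ihh* was -3.63 (standard error 0.73, adjusted p = 0.0238 from edgeR's quasi-likelihood test), and every SAG-treated mouse lay below every DMSO-treated mouse. With each mouse left out in turn, the log2 fold change of *Ihh* stayed between -3.99 and -3.24, and its adjusted p was under 0.05 in 3 of these 8 fits. The paper places *Ihh* expression in prehypertrophic and hypertrophic chondrocytes. Counts of *Col10a1*, a chondrocyte marker, ranged from 467 to 20298 in DMSO-treated and from 333 to 1478 in SAG-treated mice. Both genes had their lowest DMSO count in replicate 3. Whether *Ihh* fell within stem cells or with the share of such chondrocytes was not tested. *Gli1*, on chromosome 10 from 127329882 to 127341974, encodes a transcription factor that is itself a target of Hh signaling. Its level was 44.8 ± 14.8 CPM (SD, n = 4) in DMSO-treated and 16.0 ± 6.69 CPM (SD, n = 4) in SAG-treated mice, a log2 fold change of -1.49 (standard error 0.37, adjusted p = 0.0569 from edgeR). *Ptch1*, the gene of the Hh receptor, lies on chromosome 13 from 63508328 to 63573598. It was measured at 340 ± 131 CPM (SD, n = 4) and 147 ± 48.0 CPM (SD, n = 4), with overlapping groups, and its log2 fold change was -1.21 (standard error 0.34, adjusted p = 0.0859 from edgeR). *Btrc*, on chromosome 19 from 45363734 to 45530013, encodes a ubiquitin ligase subunit and had a log2 fold change of -1.08 (standard error 0.35, adjusted p = 0.132 from edgeR). DMSO replicate 4 had 70.4 CPM of *Btrc*, far above the next DMSO-treated mouse at 34.2 CPM. With DESeq2 in place of edgeR, all 4 genes had an adjusted p under 0.05. The log2 fold change of *Ptch1* reversed to 0.48 with a neutrophil marker score as a covariate, with a standard error of 0.98. Treatment explained 89.2% of the variance of that score, so the direction in this fit is not settled. A list of 49 Hh pathway genes had a median log2 fold change of -0.23 (limma's camera, 2-sided, adjusted p = 0.207 over 21 sets). A list of 4 Hh targets, which includes *Gli1* and *Ptch1*, had a median of -0.99 (limma's camera, 2-sided, adjusted p = 0.0204 over 21 sets). The Reactome set Signaling by Hedgehog, with 106 tested genes, had a median of -0.02 (limma's camera, 2-sided, adjusted p = 0.903). Relative to the mean of chondrocyte marker genes, which was itself lower with SAG, the mean of *Ihh*, *Gli1*, *Ptch1*, and *Btrc* fell by 0.85 on the log2 scale (exact permutation test, 2-sided p = 0.0571). The mean of the 4 Hh targets fell by 1.12 on the log2 scale (exact permutation test, 2-sided p = 0.0286), and by 0.074 relative to those markers (exact permutation test, 2-sided p = 0.857). For the Hh targets *Gli1*, *Ptch1*, and *Hhip*, a group chosen after the result was seen, the mean fell by 1.18 (exact permutation test, 2-sided p = 0.0857), and by 0.14 relative to those markers (exact permutation test, 2-sided p = 0.514).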

We observed downregulation of the Hh signaling pathway in mCherry^+^CD73^+^ cells from SAG-treated mice (Supplemental Figure 4A), which likely reflects internal compensatory mechanisms. 

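The stem cell markers *Pthlh*, *Nt5e* (the gene of CD73), *Sfrp5*, *Grem1*, *Axin2*, and *Itga5* had log2 fold changes in both directions, and 0 of the 6 had an adjusted p under 0.05 in edgeR's test over all genes. Adjusted over these 6 genes alone, 3 were under 0.05, namely *Nt5e*, *Sfrp5*, and *Itga5*. *Pthlh* lies on chromosome 6 of GRCm38 from 147252101 to 147264183. Its level was 18.5 ± 3.15 CPM (SD, n = 4) in DMSO-treated and 23.8 ± 4.78 CPM (SD, n = 4) in SAG-treated mice, a log2 fold change of 0.37 (standard error 0.28, adjusted p = 0.606 from edgeR). *Nt5e* was measured at 228 ± 47.8 CPM (SD, n = 4) and 159 ± 12.5 CPM (SD, n = 4). Its log2 fold change was -0.51 (standard error 0.19, adjusted p = 0.186 from edgeR), and every SAG-treated mouse lay below every DMSO-treated mouse. *Sfrp5*, an inhibitor of Wnt signaling, had a log2 fold change of -1.13 (standard error 0.35, adjusted p = 0.121 from edgeR), and its adjusted p was 0.0284 with DESeq2. *Itga5* fell by 0.66 on the log2 scale (adjusted p = 0.196 from edgeR), with SAG replicate 1 at 65.2 CPM and the next SAG-treated mouse at 41.6 CPM. *Axin2* fell by 0.69 with a standard error of 0.60 (adjusted p = 0.658 from edgeR). *Grem1* rose by 0.22 with a standard error of 0.56 (adjusted p = 0.903 from edgeR), with DMSO replicate 3 at 45.5 CPM and the next DMSO-treated mouse at 12.3 CPM. The log2 fold change of *Grem1* was below 0 without DMSO replicate 1 and without DMSO replicate 2. With a neutrophil marker score as a covariate it reversed to -2.34 (standard error 1.56) and that of *Axin2* to 1.40 (standard error 2.01). Treatment explained 89.2% of the variance of that score, so these directions are not settled.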

The levels of other stem cell markers, including PTHrP, did not show a clear tendency in these cells upon SAG treatment (Supplemental Figure 4B). However, when *Pthlh* expression values were extracted and normalized to GAPDH levels, they showed a slight but significant decrease (7.0 ± 0.24 arbitrary units in control versus 5.4 ± 0.35 in SAG-treated cells; mean ± SE, *n* = 4, unpaired 2-tailed *t* test, no correction for multiple comparisons). 

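The raw *Pthlh* count of each mouse was divided by its raw *Gapdh* count, a ratio that does not depend on the library size. In DMSO replicates 1 to 4 the *Pthlh* count was 7.08%, 6.55%, 6.71%, and 7.80% of the *Gapdh* count. In SAG replicates 1 to 4 it was 5.73%, 4.93%, 4.65%, and 6.44%. The means were 7.04% ± 0.556 (SD, n = 4) and 5.44% ± 0.810 (SD, n = 4), and the log2 ratio of the means was -0.37. Every SAG-treated mouse lay below every DMSO-treated mouse (exact permutation test, 2-sided p = 0.0286, the smallest p that 4 mice against 4 allow). *Gapdh*, on chromosome 6 from 125161715 to 125166467, was itself higher in cells from SAG-treated mice. Its level was 262 ± 32.7 CPM (SD, n = 4) with DMSO and 437 ± 51.3 CPM (SD, n = 4) with SAG, a log2 fold change of 0.74 (standard error 0.17, adjusted p = 0.0403 from edgeR's quasi-likelihood test). *Pthlh* scaled by the TMM method, without division by *Gapdh*, moved the result most and reversed its direction (exact permutation test, 2-sided p = 0.114). Relative to *Actb*, which was also higher with SAG, the log2 ratio was -0.56.

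**Figure D1:**
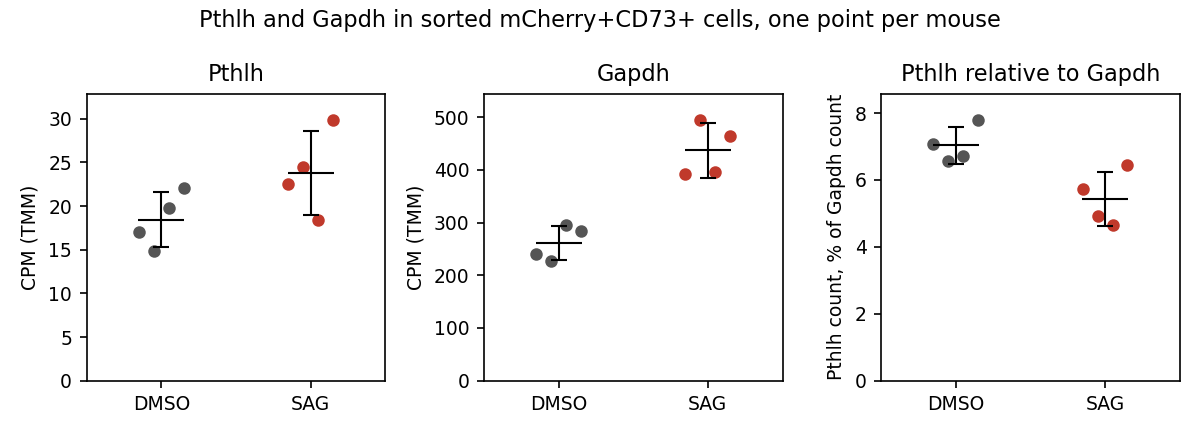
*Pthlh* count as a percentage of the *Gapdh* count, *Pthlh* in CPM, and *Gapdh* in CPM in each of the 4 DMSO-treated and 4 SAG-treated mice, with the mean and SD of each group. The percentages of the SAG-treated mice lie below 6.55%, the lowest of the DMSO-treated mice, while *Pthlh* CPM overlaps between the groups and *Gapdh* CPM does not.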

Interestingly, Wnt signaling pathway was among the top 2 downregulated pathways identified (Figure 3, H and J). Thus, the activation of Hh pathway creates a Wnt-inhibitory microenvironment, which was recently reported to be permissive for these epiphyseal stem cells (19).

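All 12 Wnt pathway–associated genes of Figure 3J had lower expression in cells from SAG-treated mice. Their log2 fold changes lay between -3.13 (*Rspo4*) and -0.90 (*Plcb1*), with a median of -1.26. The 12 genes include *Sfrp5*, an inhibitor of Wnt signaling, and *Btrc*, which was also listed above as an Hh signaling gene. Lower expression of all 12 therefore does not by itself give the direction of a change in Wnt activity. In 5 of the 12 genes every SAG-treated mouse lay below every DMSO-treated mouse. Only *Camk2d*, a calcium/calmodulin-dependent kinase gene on chromosome 3 of GRCm38 from 126596302 to 126846326, had an adjusted p under 0.05 in edgeR's test over all genes. Its level was 73.5 ± 14.5 CPM (SD, n = 4) in DMSO-treated and 37.3 ± 4.91 CPM (SD, n = 4) in SAG-treated mice, a log2 fold change of -0.98 (standard error 0.22, adjusted p = 0.0363 from edgeR). With each mouse left out in turn, the adjusted p of *Camk2d* was under 0.05 in 1 of the 8 fits. *Lef1*, a transcription factor of the Wnt pathway on chromosome 3 from 131110471 to 131224356, had a log2 fold change of -1.39 (adjusted p = 0.0899 from edgeR). The receptor gene *Fzd1* fell by 1.69 on the log2 scale (adjusted p = 0.103 from edgeR), and the ligand gene *Wnt11*, on chromosome 7 from 98835112 to 98855195, fell by 1.45 (adjusted p = 0.168 from edgeR). Adjusted over the 12 genes alone, all 12 were under 0.05, which shows no stability because the paper drew them from its own calls on these data. DESeq2's adjusted p over all genes was also under 0.05 for all 12. With a neutrophil marker score as a covariate, 0 of the 12 were called, and the log2 fold changes of *Camk2d* (0.049), *Lef1* (0.92), *Plcb1* (0.11), and *Rspo4* (2.11) reversed. The standard errors of these values, in the same order, were 0.59, 1.11, 0.86, and 3.66. Each value was smaller than its standard error, and treatment explained 89.2% of the variance of the score, so these directions are not settled. Of the 41 lower genes, 1 was in a list of Wnt pathway genes, where 0.346 were expected (1-sided Fisher's exact test, odds ratio 2.96, p = 0.294). Among the 413 genes that DESeq2 called lower, 12 were in the list and 3.89 were expected, a test chosen after the counts were seen (1-sided Fisher's exact test, odds ratio 3.39, p = 5.10e-04). These 12 are the genes of Figure 3J themselves, so this enrichment rests on genes that the paper drew from its own calls, and DESeq2 called 0 other genes of the list lower. In the Reactome collection, Signaling by Wnt ranked 100 of 875 sets among the lower genes (1-sided Fisher's exact test, p = 0.435). The mean of the 12 genes fell by 1.27 on the log2 scale (exact permutation test, 2-sided p = 0.0286), and by 0.23 relative to chondrocyte marker genes, a difference not detected with 4 mice per group (exact permutation test, 2-sided p = 0.286).

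**Figure D2:**
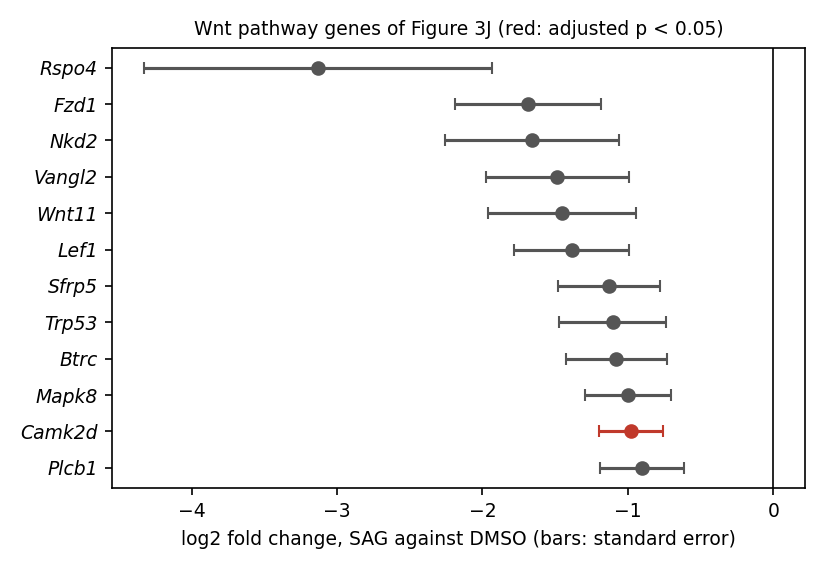
Log2 fold change (SAG against DMSO) of each of the 12 Wnt pathway–associated genes, with bars of 1 standard error from edgeR. All points lie below 0, from -3.13 for *Rspo4* to -0.90 for *Plcb1*.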

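Across the list of Wnt pathway genes, of which 130 were tested, the median log2 fold change was -0.19 (limma's camera, 2-sided, adjusted p = 0.144 over the 21 sets tested). In the list 2 genes were called higher and 1 lower. Adding a neutrophil marker score as a covariate, which treatment largely explained, moved the median most, to 0.44 (limma's camera, 2-sided, unadjusted p = 0.301). Camera's unadjusted p was under 0.05 without DMSO replicate 4 (median -0.20), without SAG replicate 1 (-0.23), with a B-lineage marker score as a covariate (-0.51), and with *Ddx3y* as a covariate (-0.20). With the correlation between genes estimated from the data, camera's unadjusted p was 0.415, and edgeR's fry gave an unadjusted p of 0.423. Without the genes of Figure 3J the median was -0.13 (limma's camera, 2-sided, adjusted p = 0.647), and for the 213 tested genes of the Reactome set Signaling by Wnt it was 0.05 (adjusted p = 0.565). The 31 Wnt ligands and receptors had a median of -0.57 (limma's camera, 2-sided, adjusted p = 0.0649), and 13 target genes of Wnt signaling had a median of -0.69 (adjusted p = 0.0512). The median for 27 Wnt antagonists was -0.09 (limma's camera, 2-sided, adjusted p = 0.461). These tests treat the correlation between genes as fixed at 0.01, and 11 of the 35 splits of the 8 mice into 4 and 4 gave a result as large for the whole list. From the place of Wnt signaling among the downregulated pathways in cells from SAG-treated mice, the paper concludes that activation of the Hh pathway makes the surroundings of these cells inhibitory for Wnt, and it refers to an earlier report that such surroundings are permissive for epiphyseal stem cells.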

### Local temporal stimulation of Hh signaling lengthens the legs.

Genetic manipulations are irreversible, and extensive expansion of the population of epSSCs is associated with tissue disorganization (see, for example, Figure 2B); therefore, this system does not allow investigation of the long-term functional outcome when the stem cells are manipulated. To explore whether an enhancement of the number of stem cells leads to an increase in bone length, we first performed local temporal stimulation of epSSCs with SAG.

To test this approach, we first injected SAG or vehicle intra-articularly into *Pthrp-creER* R26R-tdTomato mice on P28, P30, and P32, and these animals were analyzed on P37 (Figure 4A). The number of single Tomato^+^ cells was lowered, whereas doublets and triplets were increased, with no effect on larger clones during this short treatment (Figure 4, B–F). With this treatment, the total number of Tomato^+^ cells rose from an average of 65.5 cells/mm^2^ to 139.8 cells/mm^2^ (*n* = 5 mice, 2-tailed *t* test *P* = 0.017), all located within the resting zone. Proliferation was not significantly changed in either the uppermost 50 μm of the growth plate or the proliferative zone, and neither was the size of terminally hypertrophic chondrocytes (Supplemental Figure 4, C–H). Notably, 3 intra-articular injections of SAG had a similar effect on epSSCs’ clonogenicity as 7 systemic injections (compare Figure 4, D–F, with Figure 1, L–N).

Thus, although temporal local stimulation of epSSCs appears to be a potentially valuable therapeutic approach, intra-articular injections can cause trauma to joints; in addition, activation of Hh signaling may exert a negative impact on articular cartilage (20). To circumvent these concerns, we implanted beads containing vehicle (DMSO) or SAG into the distal femoral bony epiphysis, i.e., the SOC of the contralateral hind legs. In these experiments, rats were used, since the mouse SOC is too small for such implantation. The location of the implanted beads was verified histologically (Supplemental Figure 5A). Stimulation of Hh activity by the SAG-containing beads was verified by implanting these subcutaneously into the paw of Gli1-LacZ reporter mice, which resulted in a positive signal 1 week later (Supplemental Figure 5B), and the signal vanished within 3 weeks (Supplemental Figure 5C). There were no signs of osteoarthritis for as long as 6 months after implantation (Supplemental Figure 5D).

Bone length and other parameters of growth were analyzed 1 week and 1, 2, and 6 months after implantation of the beads (Figure 5A). The SAG beads increased femur length as early as 1 month after implantation (Figure 5B) and further elongated femurs after 2 and 6 months (Figure 5B). Lengthening of the tibia was observed 2 and 6 months after implantation (Figure 5C), suggesting that SAG diffused proximally to a certain extent, along the bloodstream. These changes were reflected in an increase in overall leg length at all time points analyzed (Figure 5, D and E).

Moreover, implantation of the SAG beads caused a significant increase in growth rate (as assessed by incorporation of calcein and xylenol) 1 month later in the femur and 2 months later in the tibia (Figure 5, F–H). At these same time points, the height of the growth plate was also augmented (Supplemental Figure 5E and Supplemental Figure 6A), probably due to an elevation in the height of the terminal hypertrophic chondrocytes (Supplemental Figure 5F and Supplemental Figure 6B), although enhanced levels of MEF2C protein, a marker for pre- and hypertrophic chondrocytes, were observed only in the femur (Supplemental Figure 5, H and I, and Supplemental Figure 6C). Furthermore, 1 week after implantation of the SAG beads, proliferation in the uppermost 50 μm of the growth plate was increased (Figure 5, I–K) whereas proliferation in the columnar zone of flat chondrocytes was not affected in either the femur or tibia (Supplemental Figure 5G and Supplemental Figure 6D). Furthermore, we found a tendency of increased numbers of *Pthlh*-expressing cells within the resting zone after 1 week of implantation with SAG-containing beads (Figure 5, L and M), indicating an expansion of epSSCs upon stimulation with Hh signaling.

Overall, these findings provide proof of the principle that an increased number of epiphyseal stem cells converts into a functional outcome, an increased longitudinal growth. This number can be enlarged by temporal local activation of Hh signaling.

## Discussion

Here, we found that the legs of rats become longer when the number and activity of stem cells in the epiphyseal growth plate are stimulated, thereby establishing the functional significance of these cells. Although the discovery of stem cells in the growth plate (21) is a strong indication of their involvement in determining bone length, this role has not been demonstrated experimentally previously.

The gold standard for establishing the function of stem cells is assessment of the effect of their transplantation into altered conditions, i.e., the transplantation of hematopoietic stem cells into lethally irradiated mice (22, 23) or of skeletal stem cells under the kidney capsule (24). However, demonstrating both the stemness and functional role of stem cells in a more physiological setting remains challenging (25). In most attempts to do so, the stem cells are ablated specifically, e.g., by administration of diphtheria toxin or its receptor. However, this approach is often unsuccessful, either because of incomplete ablation followed by subsequent compensation by the remaining stem cells or because of compensation by the immediate progeny of the stem cells (19).

Here, we used an alternative approach that enhanced the number of stem cells, which subsequently converted into the leg length outgrowth, thus demonstrating that the growth potential can be improved by the increased number of stem cells.

Interestingly, this may provide therapy opportunities for, e.g., correcting differences in leg length, a widespread problem that has not received sufficient attention (2, 3). Currently, small differences in leg length are treated conservatively with insoles, shoe lifts, or orthoses, whereas larger differences require surgical treatment (26). In individuals who are still growing, the latter involves surgical removal of the growth plate in the longer leg, which reduces final height and can change body proportions (26).

Stimulation of the growth of the shorter leg would not only decrease the risks associated with currently used surgical manipulations but also avoid a potential disproportional shortening of the legs. Here, when we implanted beads containing an Hh pathway agonist only once into the bony epiphysis of 1 femur of rats, this leg became longer than the contralateral control leg. The bony epiphysis (which develops from the SOC; ref. 5) appears to be an appropriate location for such intervention, allowing placement of the Hh pathway agonist in close proximity to the epSSCs. In contrast with the highly dynamic primary spongiosa located below the growth plate (27), the area above is stable, relatively large, and easily accessible in humans, making this an attractive site for such local intervention. Furthermore, local administration of a drug dramatically reduces the risk of side effects (28). In the experiments presented here, some compound is likely released into the bloodstream, since an increase not only in femoral length, where the SAG-containing beads were placed, but also in the tibia of the same leg was observed. The arterial blood flow in extremities goes in the proximo-distal direction (29), and it is plausible that some levels of SAG diffuse in the same direction as the blood flow. It is difficult to anticipate how much of SAG gets into the systemic circulation, but different responses between legs suggest that most effects occur locally.

In theory, this same local SOC-based delivery might be employed to combat short stature. Short stature is commonly treated by systemic administration of growth hormone for several years; however, not all children respond (30), and alternative approaches to this expensive and psychologically challenging therapy are lacking. Local administration of beads that slowly release a drug that targets stem cells within the growth plate may provide such an alternative. Indeed, dissolvable beads that release a drug in a slow and controlled manner could be used to extend the period of treatment beyond that employed here and are already available (31).

The role of Hh signaling in maintaining stem cells has been described for different stem types of stem cells (32). In the growth plate, Ihh expressed by prehypertrophic and hypertrophic chondrocytes diffuses through the cartilage and stimulates cells in the resting zone to produce PTHrP. PTHrP then inhibits chondrocyte differentiation, thereby creating an Ihh/PTHrP feedback loop responsible for the maintenance of the growth plate (6).

Our present findings show that Hh signaling increases both the number and activity of epSSCs and that activation of Hh signaling creates a Wnt-inhibitory environment. It was recently shown that an environment low in Wnt signaling is permissive for slow-cycling chondrocytes (19). Thus, decreased Wnt activity upon exposure to Hedgehog agonist might stimulate PTHrP^+^ cells. Previously, we have reported that a variety of cells in the developing SOC produce another ligand of the Hh family, referred to as Sonic hedgehog, which is presumably responsible for the formation of the stem cell niche in the growth plate (9). Furthermore, a recent study revealed that Ihh, released by periosteal stem cells in the cortical bone, is also involved in maintaining the population of epiphyseal stem cells within the growth plate (33). Thus, stimulation of epSSCs by an Hh pathway agonist is not unexpected, considering the physiological function of Hh signaling in the growth plate.

At the same time, it is well known that hedgehogs stimulate the expression of the *Pthlh* gene in the resting zone (6) and likely in the stem cells located in this zone. 

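In the bulk-sequencing data, *Pthlh* counts per mouse were between 582 and 1311. *Pthlh* CPM was between 14.9 and 22.1 in DMSO-treated and between 18.4 and 29.9 in SAG-treated mice, so the groups overlapped. With each mouse left out in turn, the log2 fold change of *Pthlh* stayed between 0.24 and 0.49. DESeq2 gave 0.33 (standard error 0.29, adjusted p = 0.548). With a neutrophil marker score as a covariate in edgeR's model the direction reversed, to -0.68 with a standard error of 0.82 (adjusted p = 0.801 from edgeR).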

Although we did not observe an apparent increase in the *Pthlh* expression in our bulk-sequencing data upon SAG treatment, such an increase was recently reported upon genetic activation of Hh pathway in PTHrP^+^ cells (18). Thus, this possibility exists and may, in theory, affect the interpretation of the number of PTHrP^+^ stem cells observed upon SAG treatment as detected utilizing Pthrp-mCherry mice. At the same time, all the tracing experiments should not be affected since genetic labeling was done prior to pharmacological treatment.

Opposite of stimulation, pharmacological inhibition of Hh signaling in postnatal mice results in abrupt fusion of the growth plate (9, 13, 14) in association with accelerated hypertrophy. Although it remains unclear whether the epSSCs also undergo hypertrophy in the absence of Hh signaling, these cells do lose their capacity for renewal and disappear along with the growth plate. In Tsc1-deficient mice, CD73^+^ epSSCs can be observed transiting throughout the growth plate in the absence of Hh signaling (9).

Whether the effects of Ihh are direct or involve stimulation of PTHrP production by epSSCs is not yet known, but ablation of PTH1R in postnatal bones also causes fusion of the growth plate (34) and induces apoptotic death of the stem cells (35). In fetal bones, Ihh increases the number of cells in the resting zone and simultaneously promotes their transition from the quiescent to the transit-amplifying stage (36). Together, these observations indicate that Hh signaling is crucial for maintaining the renewal of epSSCs, as well as the balance between generation of daughter stem cells and committed progeny.

Our results verify previously described discrepancies regarding whether activation of Hh signaling via SAG administration increases or decreases the proliferation of PTHrP^+^ skeletal stem cells in the growth plate (8, 9). Administration of SAG between P10 and P16 decreased the proliferation of stem cells in the growth plate whereas administration between P30 and P36 increased it. It remains unclear how this difference occurs. Any disparity of SAG effects systemically or locally in the surrounding cells might differ during these developmental stages. For example, differences in the cellular environment, such as a difference in oxygen tension or pH levels, might already affect drug delivery (37) and can therefore not be excluded. At the same time, genetic activation of Hh pathway in epSSCs promoted their proliferation at both ages tested, thereby suggesting that pharmacological treatment may cause some negative systemic effects, especially in very young animals.

With our experimental approach, we cannot determine definitively whether Hh signaling affects epSSCs or their immediate progeny. However, there are several indications that this factor acts specifically on epSSCs. First, genetic activation of Hh pathway in epSSCs results in clonal expansion and, particularly at a younger age, the formation of spheroid-like clones in the resting zone (Figure 2B). Second, in our experiments involving implantation of beads, the time that elapsed between stimulation of Hh pathway and the increase in growth is relatively long for this period of rapid growth. Thus, although proliferation in the region of stem cells is enhanced 1 week after implantation, augmented bone length is observed only 1 month and, most dramatically, 6 months after treatment (Figure 4B). Third, the orientation of stem cell division (dyads), both parallel and perpendicular to the longitudinal axis, is not affected by Hh signaling (Supplemental Figure 2M), suggesting that Hh pathway stimulates both symmetric and asymmetric division in stem cells.

It is important to emphasize that, in general, stem cells can renew themselves via invariant or population asymmetry (38), and only the latter increases the number of stem cells (39). Although the mode of epSSC renewal remains to be elucidated, clonal dynamics in the growth plate are indicative of population asymmetry (9).

In conclusion, we demonstrate that increasing the activity of stem cells within defined (i.e., spatially controlled) niches may constitute an additional therapeutic avenue to, for example, correct for major life-impacting growth deficiencies, such as leg length discrepancy.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and sex was not considered as a biological variable because transgenic mice were analyzed prior to sexual maturation, while in rats, comparisons were made between left and right legs.

### Animal strains.

The Pthrp-creER, Pthrp-mCherry, and R26R-tdTomato mouse strains were provided by Noriaki Ono, University of Texas Health Science Center at Houston, School of Dentistry, Department of Diagnostic and Biomedical Sciences, Houston, Texas, USA (8). Ptch1-floxed (Ptch1neo^fl^ Ex2^fl^) (40) and Gli1-LacZ (41) mouse strains were made available through our collaboration (42). Pthrp-creER Ptch1^fl^ R26R-tdTomato mice were generated by crossing Pthrp-creER strain with R26R-tdTomato strain and Ptch1neo^fl^ Ex2^fl^ strain. Wistar-Kyoto rats were purchased from Pushino Nursery for Laboratory Animals.

### Animal experiments.

For genetic tracing, tamoxifen (MilliporeSigma, T5648-1G, dissolved in corn oil (MilliporeSigma, C8267), was injected intraperitoneally (i.p) either once on P6 (400 μg) or once daily on P25, P26, and P27 (1 mg), followed by sacrifice on P18 or P38, respectively. In the genetic experiment, Pthrp-creER Ptch^+/+^ R26R-tdTomato mice (control) were compared with Pthrp-creER Ptch^fl/fl^ R26R-tdTomato littermates (Ptch cKO). To activate Hh signaling, we treated mice with SAG (Tocris, 4366) or DMSO, the vehicle (Duchefa, D1370). For systemic administration, mice were injected i.p. with SAG (25 μg/g body weight) once daily P10–P16 or P31–P37. In the case of intra-articular administration, the mice were treated with SAG (5 μg in 2 μL) or DMSO on P28, P30, and P31.

### Assessment of proliferation and the growth rate.

To assess proliferation, we injected EdU (52 μg/g body weight; Life Technologies, E10187) 24 hours prior to sacrifice. To characterize the growth rate of rats, calcein (10 mg/kg, MilliporeSigma, C0875) and xylenol (90 mg/kg, MilliporeSigma, 398187) were injected at the time points indicated in the schematic illustrations in Figure 4A. The distance between the 2 labels under the growth plate represents the bone elongation during this period and, when divided by the number of days, represents the average daily growth rate. With mice, calcein was injected 24 hours prior to sacrifice solely to visualize the border between the growth plate and bone.

### Implantation of beads.

Beads were implanted into the epiphyses of 30-day-old Wistar-Kyoto rats as follows: agarose beads (Bio-Rad, 1537302) incubated with SAG (7 μg in 1.5 μL of DMSO) were placed immediately above the growth plate, in the SOC of the distal femur only. The contralateral hind leg received DMSO-containing beads as a control. The site of administration was accessed from the medial side through a hole drilled with a 22g needle. Following injection, this hole was closed with a hemostatic sponge and the site sutured. In the case of bead implantation into Gli1-LacZ mice, beads incubated with SAG (2.5 mg/mL) or DMSO were injected subcutaneously (amounting ~10 μL bead solution per administration) into the right and left hind paw, respectively, and the animals were sacrificed 1–4 weeks later.

### Tissue processing.

Animals were sacrificed using an overdose of isoflurane. The legs were carefully removed and immediately fixed in freshly prepared, ice-cold 4% formaldehyde in PBS at 4°C overnight with gentle rotation. Bones obtained from rats were fixed in 10% neutral buffered formalin at 4°C for 24 hours.

The length of the bones was measured using a caliper. In the case of the femur, this length was from the most distant point of the head to the medial condyle. Tibia length was measured from the medial condyle to the medial malleolus. Leg length was defined as the longest distance between the head of the femur and the toes of the fully extended limb.

Bones from mice older than 1 month were decalcified briefly in 10% EDTA (pH 8.1) by mixing on a roller for 3 days at 4°C, with daily changes of the EDTA solution. Bones from rats were first embedded and sectioned without decalcification for determination of growth rate and thereafter freed of OCT and decalcified with 10% EDTA for further analysis. Bones from 7-month-old rats were decalcified immediately. Following decalcification, all samples were transferred to 30% sucrose (MilliporeSigma, S9378) and rolled again overnight at 4°C. Following embedding in O.C.T. medium (Tissue-Tek, Sakura Finetek, 4583), sections 30–150 μm in width were prepared with a cryostat (Epredia, Cryostar NX70 or Thermo Fisher Scientific HM525NX).

### Cell processing for bulk sequencing.

Bones were collected in PBS on ice. The growth plate region was dissected under a stereomicroscope (Leica Microsystems) and cut into several small pieces. Digestion medium (2.5 mL/sample) containing 3 U/mL collagenase P (Roche, 11213865001) and 0.1% TrypLE Select (10×) (Gibco, A12177-01) in HBSS (MilliporeSigma, H6648) was added, and the tissue was shaken at 150 rpm in a 37°C water bath under a 60° angle for 30 minutes. Every 4–6 minutes the suspension was triturated with a 1 mL pipette. Then 2.5 mL ice-cold HBSS supplemented with 2% FBS was added. Cells were strained (Corning) and washed. Supernatant was removed by centrifuging at 300*g* for 10 minutes. Cells were counted and 1 μL Alexa Fluor 647 anti-mouse CD73 antibody (BioLegend, 127208) was added per million cells. Viability dye 7-aminoactinomycin D (eBioscience, 00-6993-50) was added 5 minutes before FACS. Cells were sorted with a BD FACSAria Fusion sorter and collected in RLT buffer supplemented with β-mercaptoethanol. Gating strategy was determined via incorporating negative controls and single-color positive controls. RNA was extracted with QIAGEN RNeasy Micro Kit and prepared for next-generation sequencing.

### Histological analysis.

For determination of the final size of hypertrophic chondrocytes, sections were stained with hematoxylin and eosin. For analysis of the Osteoarthritis Research Society International score, sections were stained with Safranin O and Fast green (both from MilliporeSigma).

### Clonal analysis.

Low recombination efficiency of Pthrp-creER tdTomato mice was utilized as an advantage to assess clonal behavior. Tomato^+^ cells were considered as belonging to a single clone if the distance between labeled cells was equal to or less than 3 μm. Clones separated by more than 15 μm were considered to be distinct and quantified while if the distance was less than 15 μm, such clones were not considered for analysis. Only clones starting in the resting zone were considered, and all the analysis was performed in 3D confocal scans of tissue sections of 60–140 μm in thickness (at least 45 clones in at least 5 sections). A Tomato^+^ marked cell located within the resting zone and with no cells closer than 15 μm were considered “single cells.”

### IHC.

IHC staining of 30 μm cryosections was performed as described previously (10). In case of non-decalcified bones, the sections were first decalcified by incubation in 10% EDTA for 40 minutes, with change of this solution every 10 minutes. In brief, blocking was performed in PBS containing 0.1% Tween 20, 0.1% Triton X-100, and 3% normal horse serum. Primary antibodies were dissolved in blocking buffer and the sections incubated overnight at 4°C. Secondary fluorescent antibodies were also dissolved in blocking buffer and incubated with the samples at room temperature for 1.5 hours. Staining for *Pthlh* gene was performed with the RNAscope kit (ACDBio) according to standard instructions. *Pthlh* probe was designed by and purchased from ACDBio. The nuclei were visualized using DAPI. Washes were performed with PBS containing 0.1% Tween 20.

For staining of Ki67 (Invitrogen; MA514520), CD73 (BioLegend, 127208 or 127210; for rats, BD, 551123), and Mef2c (MilliporeSigma, HPA005533), antigen retrieval was carried out with 0.1%–0.15% trypsin in PBS containing 0.1% Tween 20 and 0.1% Triton X-100. EdU was detected using a click reaction for 30–40 minutes at room temperature in a mixture containing 0.1 M Tris (pH 7.5), 2 mM CuSO_4_, 0.1 M ascorbic acid, and 2 μM Alexa Fluor azide 647 or 488. Images were obtained utilizing a confocal microscope (Zeiss LSM700 or LSM880 or Leica SP8) and analyzed with the ImageJ software (NIH). The fluorescence signals obtained were quantified as described previously (43). Secondary goat anti-rabbit antibodies conjugated with Alexa Fluor 647 were purchased from Invitrogen (A21245); goat anti-mouse IgG (H+L) conjugated with Alexa Fluor 647 (115-605-003) and donkey anti-rabbit antibodies conjugated with Cy3 (711-165-152) were purchased from Jackson ImmunoResearch Laboratories. Azides conjugated with Alexa Fluor 647 (A10277) and 488 (A10266) were purchased from Invitrogen and used for EdU detection.

### LacZ (β-galactosidase) staining.

Freshly obtained skin tissue was fixed (4% paraformaldehyde in PBS) for 30 minutes at room temperature. Tissues were washed for 15 minutes with rinse buffer (2 mM MgCl_2_, 0.01% NP-40 in PBS). Subsequently, the β-galactosidase substrate solution — 1 mg/mL X-Gal, 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe (CN)_6_·3H_2_O in rinse buffer — was added, and the tissues were incubated for 18 hours at 37°C in the dark. The substrate was removed, and the tissues were washed twice in PBS for 10 minutes and kept in 70% ethanol until embedding (maximum 48 hours). The stained tissues were processed into paraffin blocks according to standard procedures. Tissue sections (4 μm) were prepared and counterstained with eosin or H&E. More details are presented elsewhere (42).

### Statistics.

The distribution of all continuous quantitative data was confirmed to be normal using the Shapiro-Wilk test. The values for the different groups of mice were compared employing 2-tailed *t* test for independent samples. In the case of rats, 2-tailed *t* test for dependent samples was utilized for comparison of the right and left legs of the same animal. In the case of discrete quantitative data, comparison was performed with the nonparametric Kolmogorov-Smirnov test for distribution. The low level of recombination on P25–P27 required the number of Tomato-, CD73-, and Ki67-positive cells to be analyzed using a χ^2^ test with Yates’s correction. Data are presented as means ± SD. *P* > 0.05 was considered statistically significant, but *P* < 0.1 was considered as a trend toward significance and indicated with ^#^. ^#^*P* < 0.1, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Box plots show the interquartile range, median (line), and minimum and maximum (whiskers). All statistical analyses were performed with the Statistica 8 (Statsoft) and GraphPad Prism 9 software.

### Study approval.

The experiments involving intra-articular injections and implantation of beads were preapproved by the bioethics committee of Sechenov University (N. 07-17 from September 13, 2017). All other experiments were preapproved by the Ethical Committee on Animal Experiments (Stockholm North Committee/Norra Djurförsöksetiska Nämd, Stockholm, Sweden).

### Data availability.

All raw data used for graph constructions are provided in the Supporting Data Values. Original confocal scans are available upon reasonable request to the corresponding author. Bulk-sequencing data can be accessed at NCBI GEO token GSE254020.

## Author contributions

ADK and ASC designed the study. ADK, DT, OD, LL, BZ, APU, TLC, AAN, and AA performed the experiments. MK provided mouse strains and financial support to AA. ASC, MK, and ADK contributed intellectually throughout. ADK, ASC, and DT wrote the manuscript. All the authors have critically reviewed this manuscript and approved the final draft.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
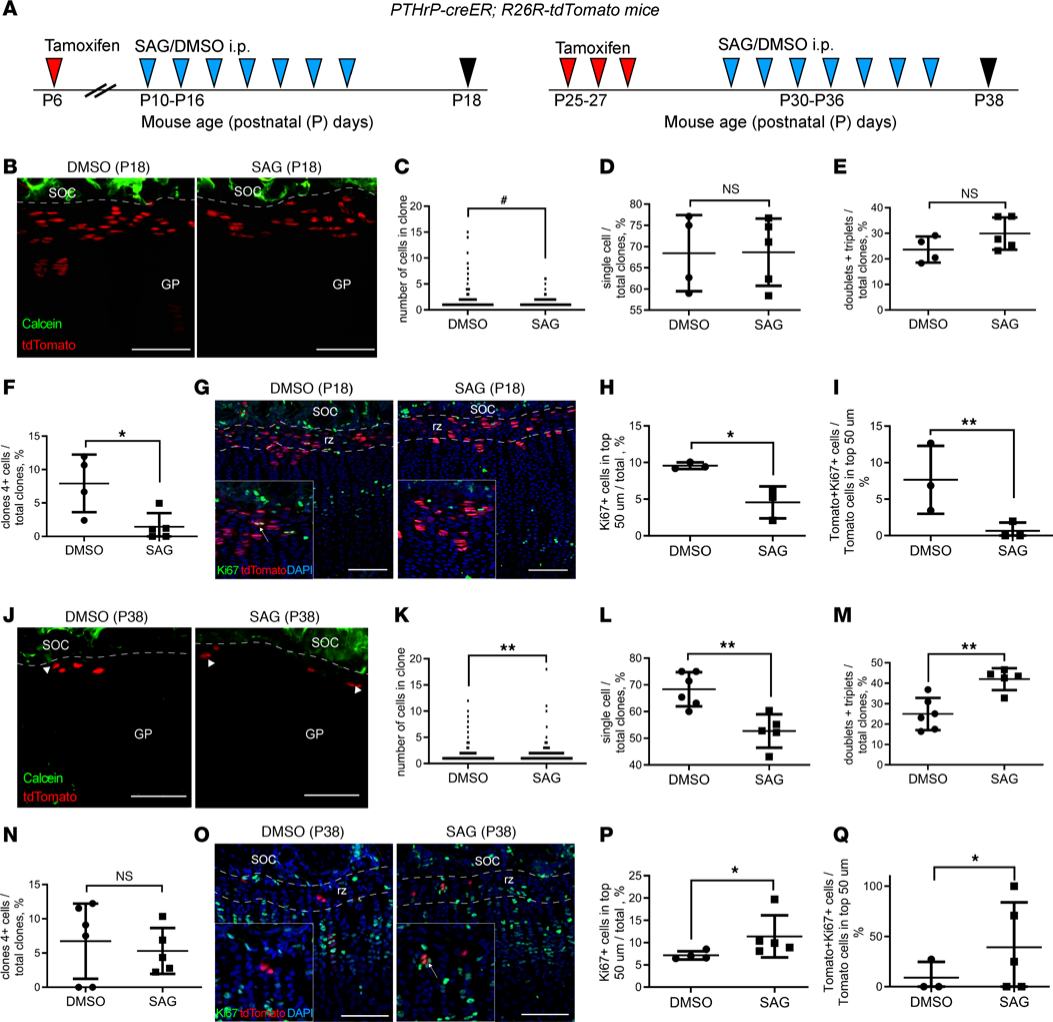
The effects of treatment with SAG, a pharmacological activator of Hh signaling, on the behavior of epSSCs are dependent on age. (**A**) Experiments involve intraperitoneal injections of SAG or vehicle (DMSO) into Pthrp-creER R26R-tdTomato mice before (**B**–**I**) and after (**J**–**Q**) stem cell niche formation. (**B**) Representative images of tdTomato^+^ cells in Pthrp-creER R26R-tdTomato mice treated with DMSO (*n* = 4 mice) or SAG (*n* = 5) from P6 to P18 and clone size (**C**) quantified on confocal *Z*-stacks of thick sections (total 606 cells in 353 clones for DMSO and 637 cells in 465 clones for SAG). The percentage of clones containing single cells (**D**), doublets plus triplets (**E**), and 4 or more cells (**F**). Ki67 staining (**G**) indicates decreased cell proliferation in the uppermost 50 μm of the growth plate in SAG-treated mice (**H**) and Tomato^+^ cells within this region (**I**) (*n* = 3/3 mice control/experiment). (**J**) Representative images of tdTomato^+^ cells in Pthrp-creER R26R-tdTomato mice treated with DMSO (*n* = 6) or SAG (*n* = 5) from P25 to P38 and clone size (**K**) quantified on confocal *Z*-stacks of thick sections (351 cells in 206 clones for DMSO and 596 cells in 348 clones for SAG). Arrowheads indicate dyads. The percentage of clones containing single cells (**L**), doublets plus triplets (**M**), and 4 or more cells (**N**). Ki67 staining (**O**) indicates increased cell proliferation in the uppermost 50 μm of the growth plate in SAG-treated mice (**P**) and Tomato^+^ cells within this region (**Q**) (*n* = 4/5 mice control/experiment). Scale bars: 100 μm, and insets in **G** and **O** are 165 × 165 mm from the original images. Means ± SD. ^#^*P* < 0.1, *P < 0.05, **P < 0.01, as determined by 2-tailed unpaired *t* test or the Kolmogorov-Smirnov test. SOC, secondary ossification center; GP, growth plate; RZ, resting zone; dashed lines depict the border between SOC and GP in **B** and **J** and the uppermost 50 μm of the growth plate in **G** and **O**.

**Figure 2:**
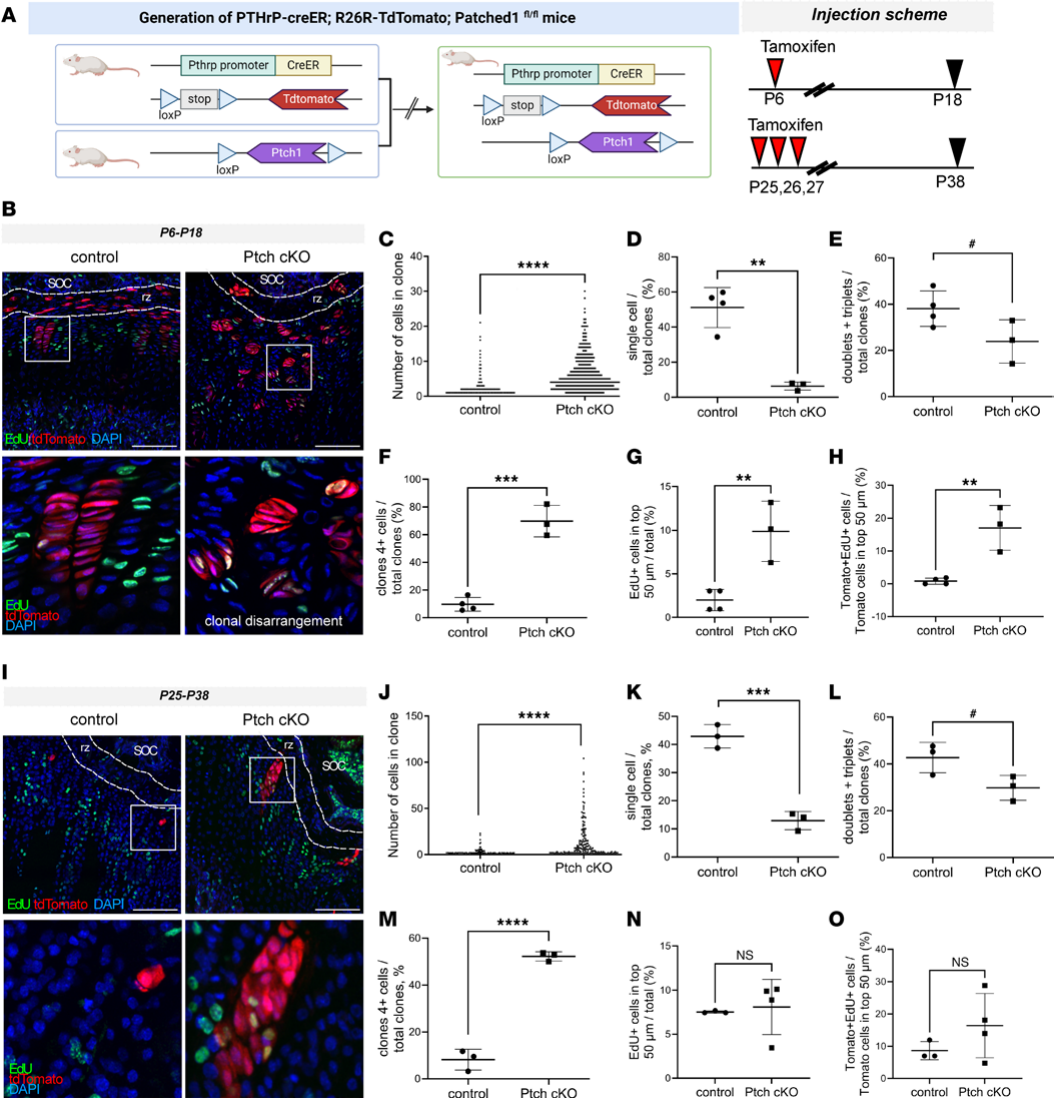
The age-independent effect of genetic activation of Hh pathway on epSSCs. (**A**) Schematic illustration of the genetic manipulations. Representative images (**B**) and clonal analysis (**C**) of control and Ptch-cKO mice pulsed with tamoxifen on P6 and analyzed on P18 (*n* = 4/3 mice; 1,456 cells in 741 clones analyzed for control and 2,321 cells in 359 clones for Ptch cKO). Magnified images (100 × 100 mm) show EdU staining and the arrangement of clones in **B**. The percentage of clones containing single cells (**D**), doublets plus triplets (**E**), and 4 or more cells (**F**). EdU incorporation increased in the uppermost 50 μm of the growth plate (**G**) and within Tomato^+^ cells of this region (**H**) (*n* = 4/3). Representative images (**I**) and clonal analysis (**J**) of control and Ptch-cKO mice pulsed with tamoxifen on P25, P26, and P27 and analyzed on P38 (*n* = 3 mice; 368 cells in 135 clones analyzed for control and 2,289 cells in 166 clones for Ptch cKO). Magnified images (100 × 100 mm) show EdU staining and the arrangement of clones in **I**. The percentage of clones containing single cells (**K**), doublets plus triplets (**L**), and 4 or more cells (**M**). EdU incorporation was not changed in the uppermost 50 μm of the growth plate (**N**) or within Tomato^+^ cells of this region (**O**) (*n* = 3/4). Scale bars: 100 μm; means ± SD. ^#^*P* < 0.1 indicates a tendency toward significance (in **E** power 0.2893, effect size 1.32, and in **L** power 0.2807, effect size 1.46), **P < 0.01, ***P < 0.001, and ****P < 0.0001 as determined by the 2-tailed unpaired *t* test or Mann-Whitney nonparametric test for **C** and **J**. Dashed lines depict the uppermost 50 mm of the growth plate.

**Figure 3:**
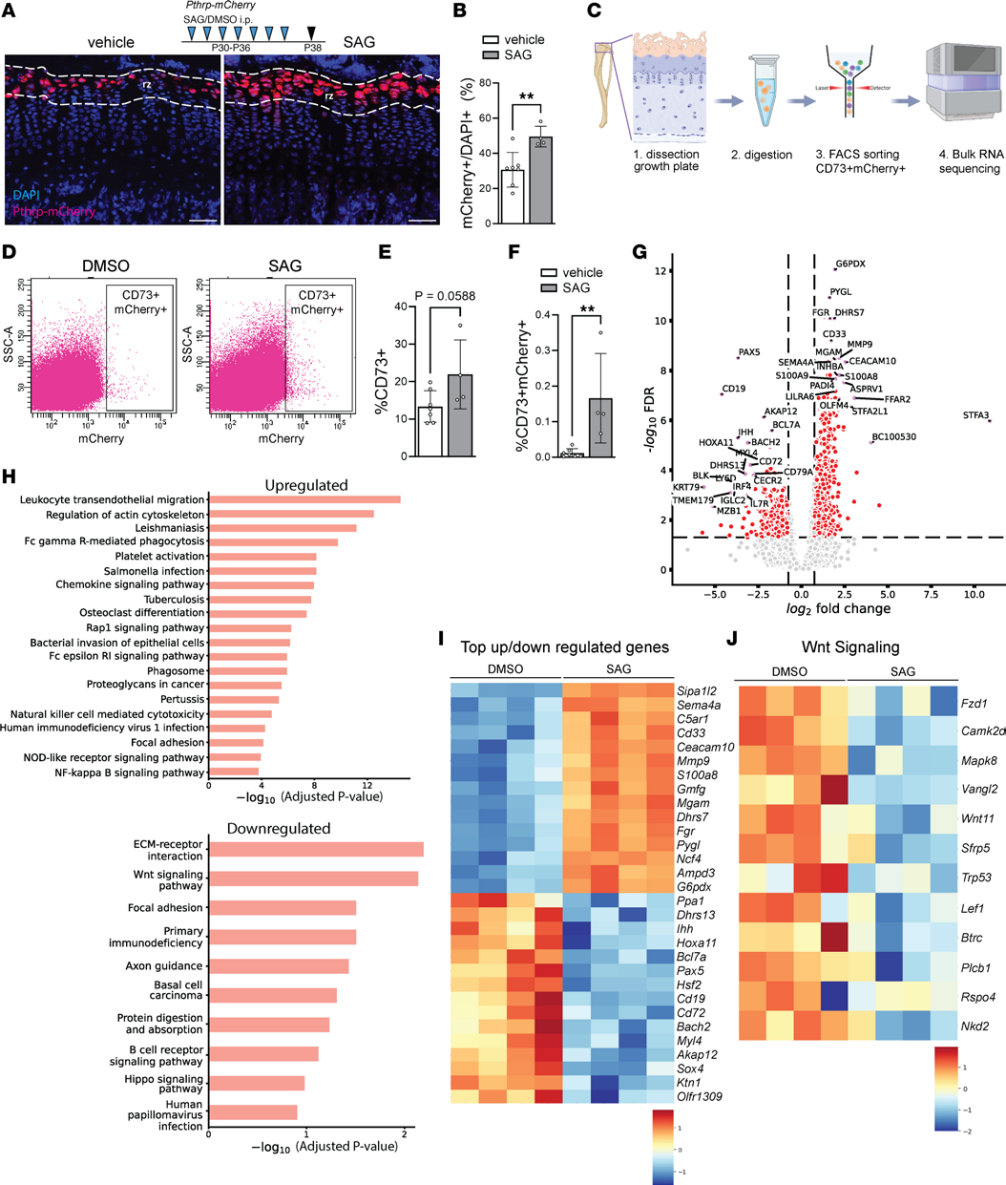
SAG administration expands the growth plate skeletal stem cell pool and creates a Wnt-inhibitory environment. (**A**) Representative images of Pthrp-mCherry mice treated with vehicle (DMSO) or SAG P30–P36 and sacrificed at P38. (**B**) Histological analysis of mCherry^+^ cells in the top 50 μm layer of the growth plate (*n* = 7/4 mice control/experiment). (**C**) Schematic representation of experimental setup. (**D**) Representative flow cytometry gating example for the quantification of Pthrp-mCherry^+^ cells in the growth plates of vehicle and SAG-treated Pthrp-mCherry mice, harvested at P38. (**E** and **F**) Quantification of CD73^+^ cells and CD73^+^mCherry^+^ cells obtained after digestion for FACS (*n* = 7/4 mice control/experiment). The percentage is calculated based on the total amount of live single cells obtained after the digestion of the bone marrow region cut as illustrated in **C**. (**G**) Volcano plot of Pthrp-mCherry^+^ bulk-sequenced cells (*n* = 4/4 control/experiment). (**H**) KEGG enrichment plots with most upregulated and downregulated pathways (*n* = 4/4 control/experiment). (**I**) Heatmap of 16 most up- and downregulated genes (*n* = 4/4 control/experiment). (**J**) Heatmap of of top differentially expressed Wnt pathway–associated genes (*n* = 4/4 control/experiment). Scale bar 50 μm. rz, resting zone; dashed lines depict the uppermost 50 μm of the growth plate.

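From the heat map of Figure 3I, 15 upregulated and 15 downregulated genes could be read, which differs from the number in its legend. Expression of all 15 genes drawn as upregulated was higher in cells from SAG-treated mice, with log2 fold changes from 1.36 to 2.57. All 15 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of the 15 genes drawn as downregulated, 14 passed the same threshold, and *Dhrs13* did not (adjusted p = 0.0543 from edgeR). Among the genes labeled in Figure 3G, 20 of 20 on the higher side and 11 of 20 on the lower side had an adjusted p under 0.05, and all 40 did with DESeq2. *G6pdx* had the smallest p of these genes, with 74.0 ± 16.0 CPM (SD, n = 4) in DMSO-treated and 293 ± 53.7 CPM (SD, n = 4) in SAG-treated mice, a log2 fold change of 1.99 (standard error 0.21, adjusted p = 0.00853 from edgeR). *S100a8*, which encodes a calcium-binding protein abundant in neutrophils, rose from 1098 ± 521 CPM (SD, n = 4) to 5231 ± 991 CPM (SD, n = 4), and its log2 fold change was 2.25. This became -0.0056 (standard error 0.52) with a neutrophil marker score as a covariate. The list behind that score was written with the labels of Figure 3G in view, *S100a8* among them. A value near 0 therefore tells little. *Pax5*, a gene of B-lineage cells, had a log2 fold change of -3.61. The 5 higher genes with the largest fold changes among those that did not overlap between the groups were *Stfa3*, *BC100530*, *Vcp-rs*, *Plin5*, and *Hsd17b2*, and the lower ones included *Ihh*, *Pax5*, *Bach2*, and *Myl4*. *Stfa3*, *Vcp-rs*, *Plin5*, and *Hsd17b2* had 0 counts in every DMSO-treated mouse. Against the smallest level that 3 counts can show in the DMSO-treated mice, the SAG mean of *Stfa3* was at least 116-fold higher. The SAG mean was at least 40.7-fold higher for *Vcp-rs*, 36.6-fold for *Plin5*, and 30.2-fold for *Hsd17b2*. These limits rest on means of counts that varied widely between the SAG-treated mice. The counts ranged from 108 to 703 for *Stfa3*, 66 to 318 for *Vcp-rs*, 28 to 232 for *Plin5*, and 20 to 184 for *Hsd17b2*. *Vcp-rs* is annotated as a processed pseudogene. *Stfa3* and *BC100530* belong to the stefin A family, whose members can share reads.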

**Figure 4:**
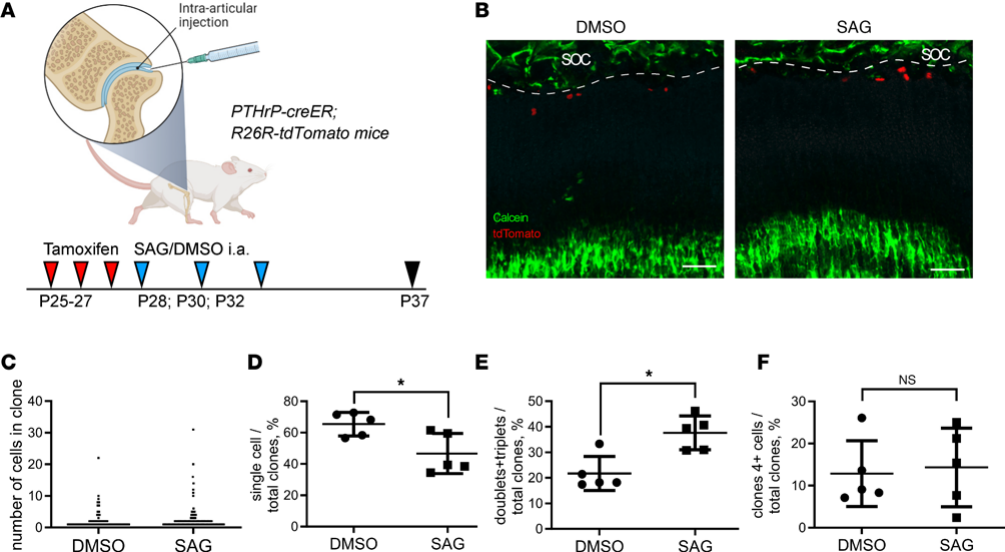
Temporal intra-articular administration of SAG stimulates epSSC division. (**A**) Schematic illustration of the experimental setup. (**B**) Representative images of Pthrp-tdTomato^+^ clones in DMSO- and SAG-treated mice following intra-articular injection and tracing P25–P37. (**C**) The number of cells per clone P25–P37. (**D**–**F**) The percentage of clones containing single cells (**D**), doublets or triplets (**E**), and 4 or more cells (**F**) P25–P37 following each treatment (*n* = 5/5). Dashed lines depict the border between the secondary ossification center (SOC) and the resting zone of the growth plate. Scale bar: 100 μm. The values presented in the graphs are means ± SD. *P < 0.05, as determined by unpaired 2-tailed *t* test.

**Figure 5:**
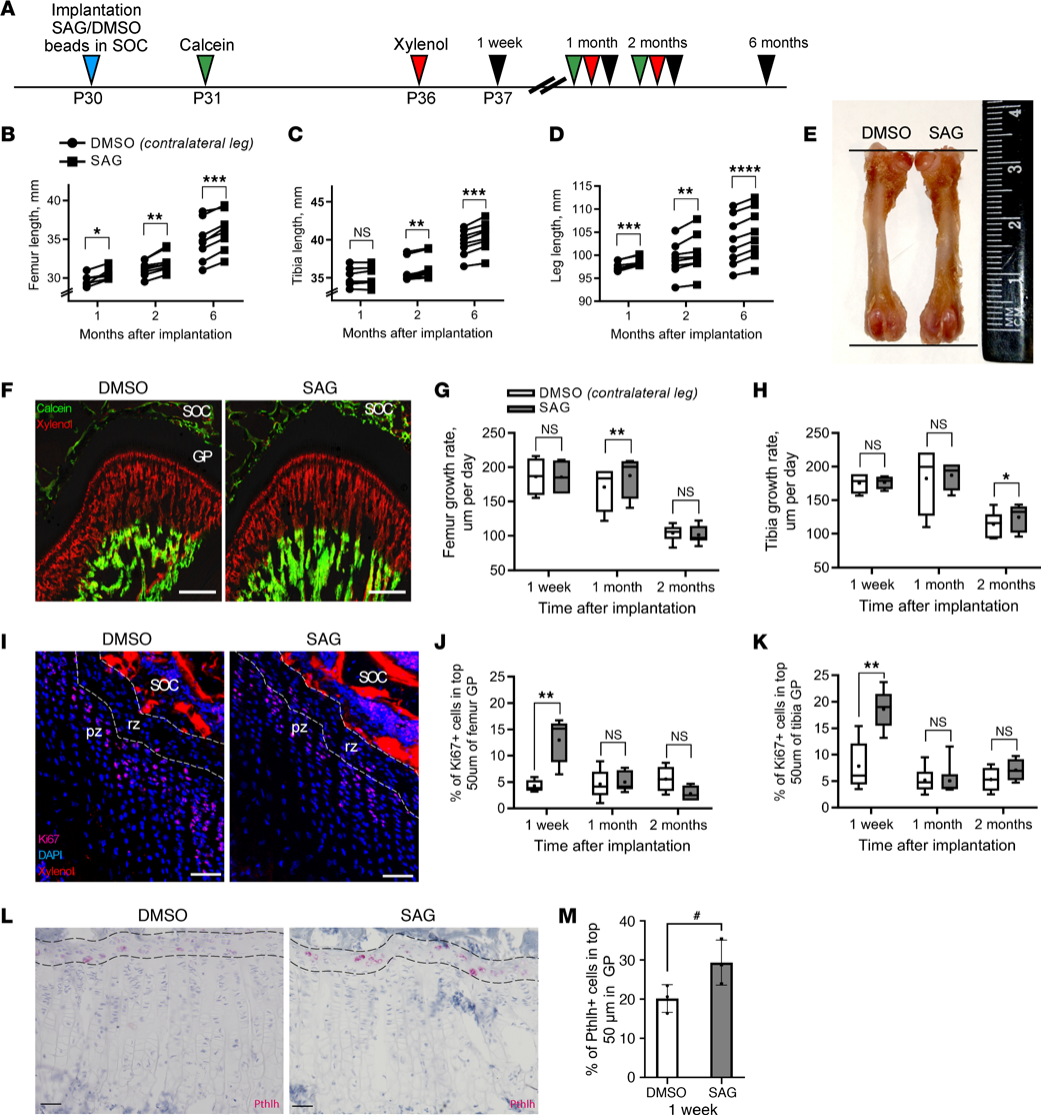
Implantation of SAG-containing beads into the SOC of Wistar-Kyoto rats increases bone growth. (**A**) Schematic illustration of the experimental setup. (**B**–**D**) Length of the femur (**B**), tibia (**C**), and entire leg (**D**) 1 (*n* = 6), 2 (*n* = 9), or 6 months (*n* = 8) after implantation of the beads containing vehicle (DMSO) or SAG. (**E**) Representative image of the femur 2 months after implantation of beads containing DMSO (left) or SAG (right). (**F**) Representative calcein and xylenol labeling in DMSO- and SAG-treated rats 1 month after bead implantation. Scale bar: 50 μm. (**G** and **H**) Growth rate of the femur (**G**) and tibia (**H**) 1 week (*n* = 6) and 1 (*n* = 6) or 2 months (*n* = 9) following implantation of DMSO- or SAG-containing beads. (**I**) Representative Ki67 staining 1 week after bead implantation. (**J** and **K**) Quantification of Ki67^+^ cells in the uppermost 50 μm of the growth plate in the femur (**J**) and tibia (**K**) 1 week (*n* = 6) and 1 (*n* = 6) or 2 months (*n* = 9) after implantation. (**L**) Representative image of *Pthlh* staining with RNAscope on rat sections 1 week after implantation of the beads. (**M**) Analysis of *Pthlh*^+^ cells in the top 50 μm layer of the growth plate 1 week after implantation (*n* = 3). Scale bar: 50 μm, dashed lines depict the uppermost 50 μm of the growth plate. The values present in the graphs are means ± SD. ^#^*P* < 0.1 indicates a tendency toward significance (power 0.26071, effect size 1.39), *P < 0.05, **P < 0.01, ***P < 0.001, as determined by the paired 2-tailed *t* test. SOC, secondary ossification center; GP, growth plate.

# Supplementary material for: Stimulation of skeletal stem cells in the growth plate promotes linear bone growth
**Source:** JCI Insight. 2024 Mar 22;9(6):e165226. doi: 10.1172/jci.insight.165226
**Supplement:** Supplemental data

Supplementary Figure 1

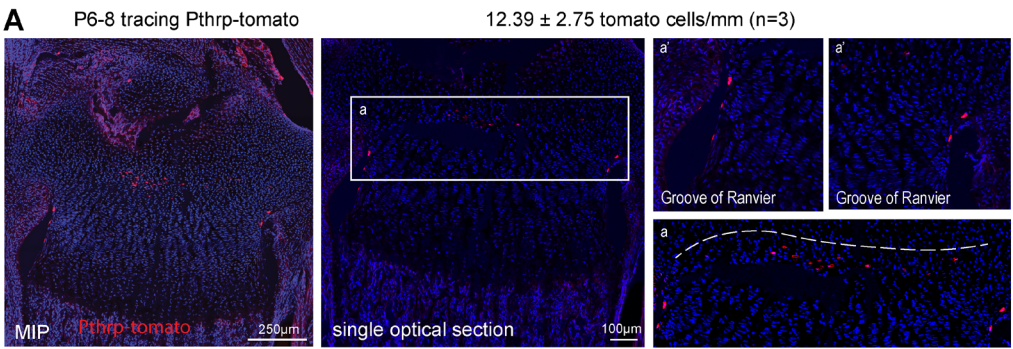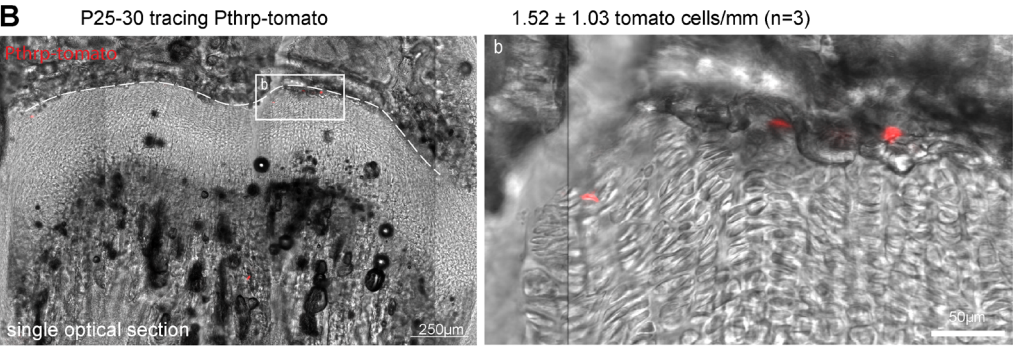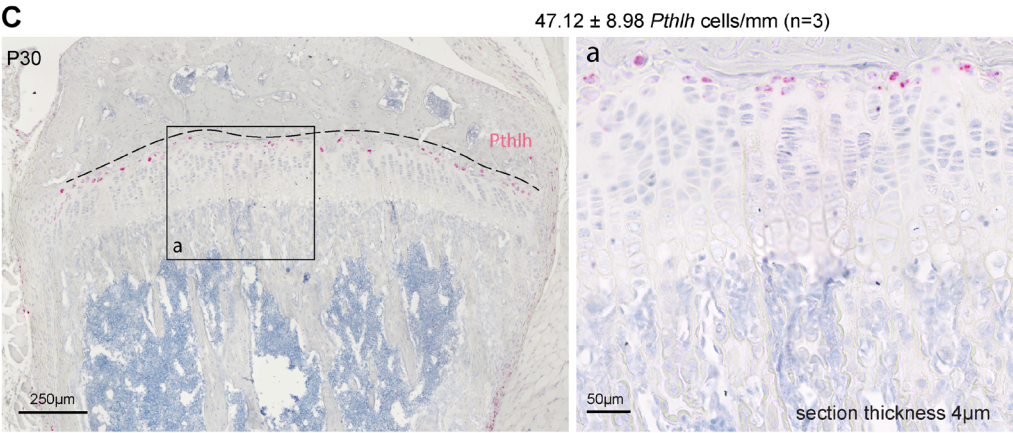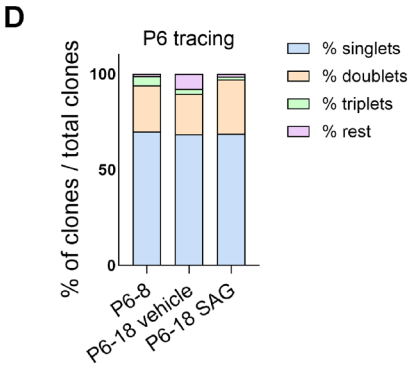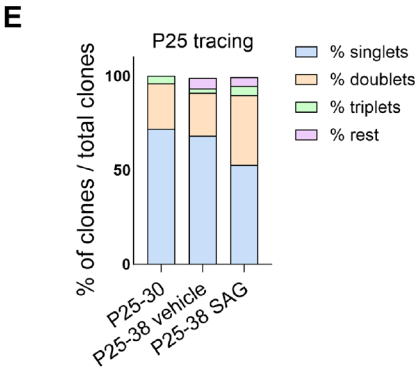

### Supplementary Figure 1

**Short term Pthrp-tomato tracing and expression of Pthlh.** (A) Representative image of Pthrp-creER;R26R-tdTomato mice traced from P6 till P8. Pthrp-tomato cells are found in the center of the growth plate (a), as well as in the Groove of Ranvier (a'). Recombination occurs in  $12.39 \pm 2.75$  cells per mm of growth plate ( $n = 3$ ). (B) Representative image of Pthrp-tomato tracing from P25-30. Cells are found in the resting zone of the growth plate. Recombination occurs in  $1.52 \pm 1.03$  cells per mm of growth plate ( $n = 3$ ). (C) *Pthlh* staining with RNAscope on mouse growth plate at P30. Cells are found positive in the resting zone of the growth plate, and  $47.12 \pm 8.98$  cells per mm of growth plate express *Pthlh* ( $n = 3$ ). MIP: maximum intensity projection of 30 $\mu$ m thick slide. (D-E) The percentage of clones that contained 1 (single), 2 (double), 3 (triplet), or more than 3 (rest) cells within indicated experimental groups and chasing periods.

Supplementary Figure 2

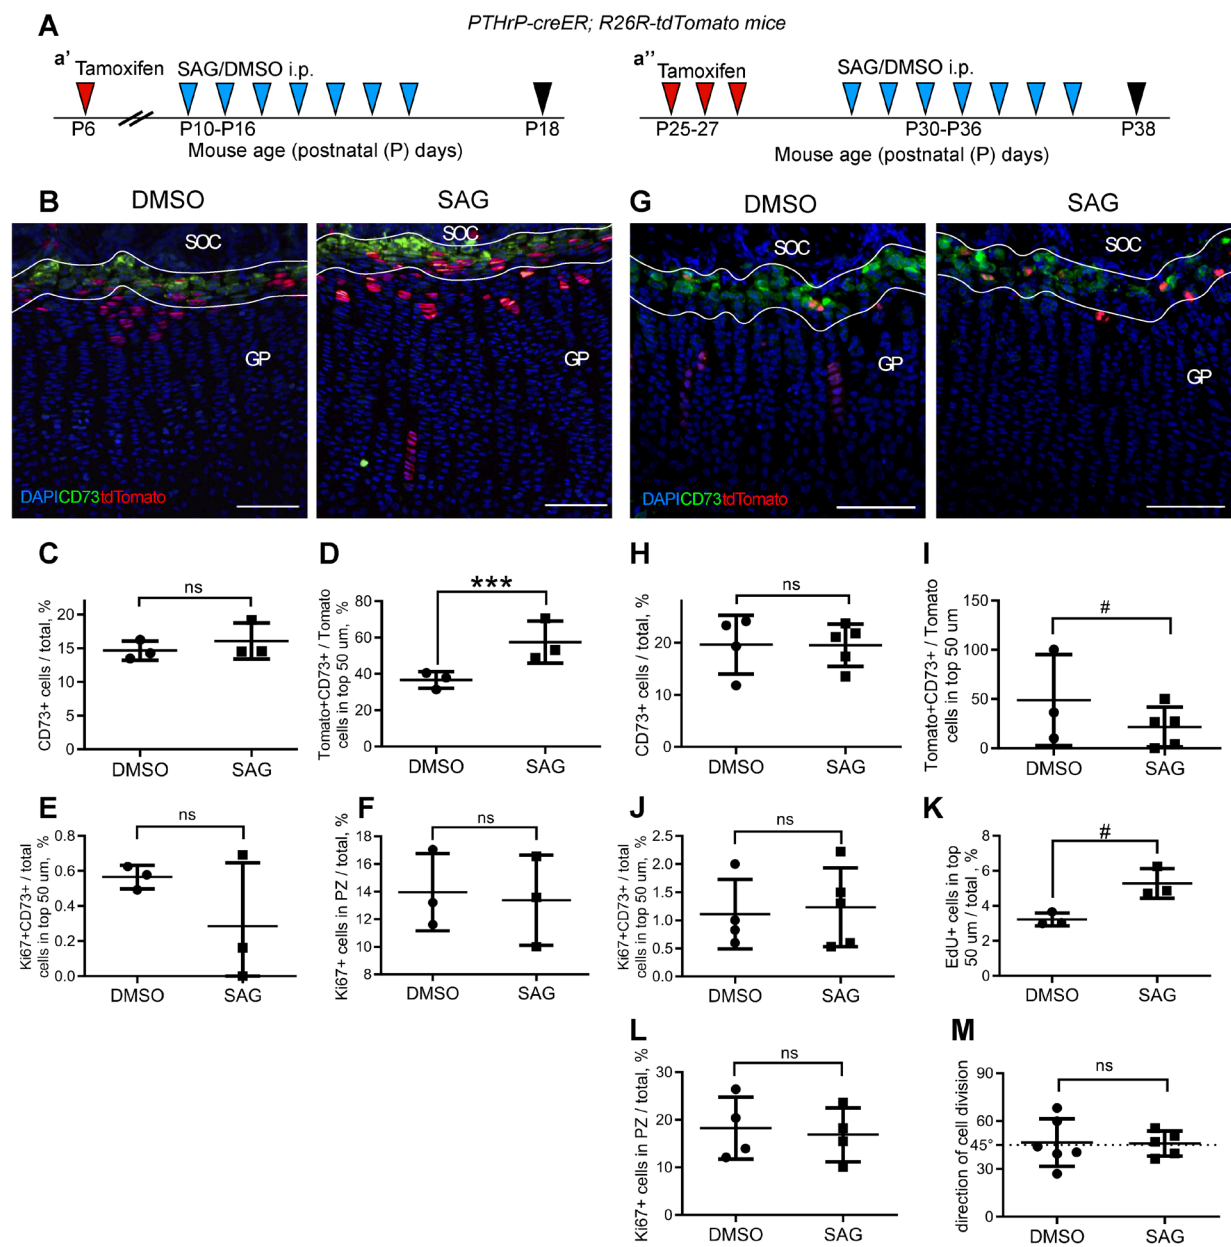

## Supplementary Figure 2

**Intraperitoneal injections of SAG do not alter the number or proliferation of CD73+ cells.** (A) Schematic illustration of the experimental set-up. Pthrp-creER;R26R-tdTomato mice treated with SAG during P10-P16 were traced from P6 to P18 (a', results presented in B-F), while those treated during P30-38 were traced P25-P38 (a'', G-M). (B) Representative CD73 staining of DMSO- and SAG-treated mice traced P6-P18. (C) The percent of CD73+ in the uppermost 50  $\mu$ m of the growth plate in the mice presented in B ( $n = 3/3$ ). (D) The proportion of tdTomato+ cells in the uppermost 50  $\mu$ m of the growth plate that were also CD73+ ( $n = 3/3$ ). (E) The percentage of Ki67+CD73+ cells in the uppermost 50  $\mu$ m of growth plate ( $n = 3/3$ ). (F) The percentage of Ki67+ cells in the proliferative zone of the growth plate ( $n = 3/3$ ). (G) Representative CD73 staining in DMSO- and SAG-treated mice traced P25-P38. (H) The percent of the CD73+ cells in the uppermost 50  $\mu$ m of the growth plate ( $n = 4/5$ ). (I) The proportion of tdTomato+ cells in the uppermost 50  $\mu$ m of the growth plate that were also CD73+ ( $n = 3/5$ ). (J) The proportion of the total number of cells in the uppermost 50  $\mu$ m of growth plate that were Ki67+CD73+ ( $n = 4/5$ ). (K) The percent of EdU-labeled cells in the uppermost 50  $\mu$ m of the growth plate ( $n = 3/3$ ). (L) The percentage of Ki67+ cells in the proliferative zone of the growth plate ( $n = 4/4$ ). (M) The orientation of clonal dyads in mice traced P25-P38 ( $n = 6/5$ ). Scale bars: 100  $\mu$ m. SOC: secondary ossification center; GP: growth plate. Dashed lines depict the uppermost 50  $\mu$ m of the growth plate. The values presented in graphs are means  $\pm$  SD. ns: non-significant. # $P < 0.1$  indicates a tendency toward significance (Supplementary Figure 2I power 0.1648, effect size 0.84, and Supplementary Figure 2K power 0.3323, effect size 1.62), \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , as determined by unpaired Student's  $t$ -test.

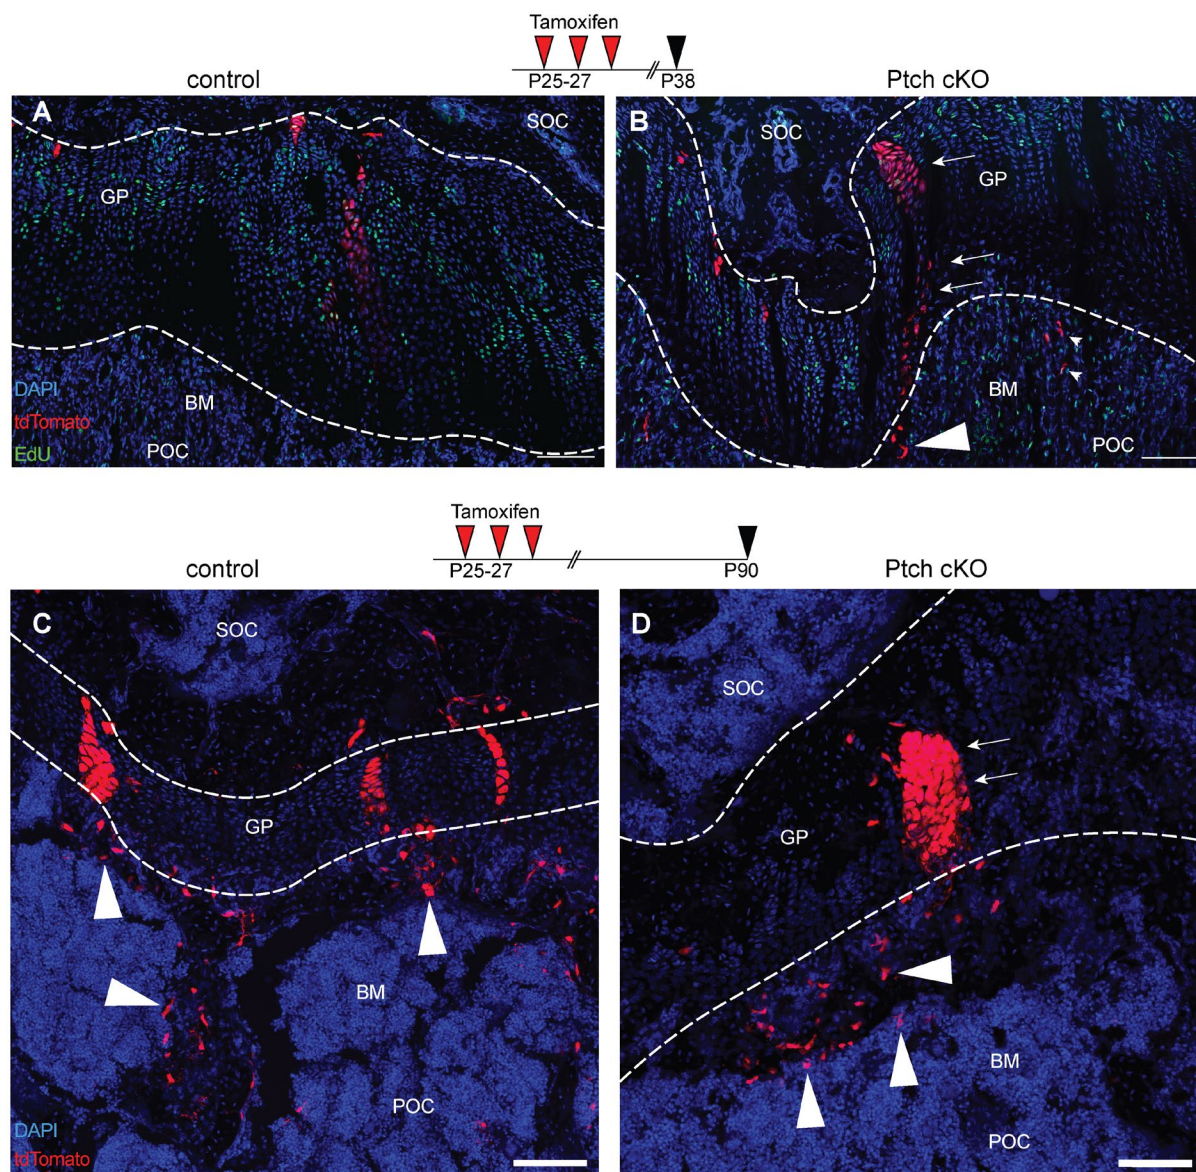

### Supplementary Figure 3

**Pthrp-traced cells give rise to columns spanning the entire growth plate and to cells within the bone marrow. (A-B)** Example of control (A) and Ptch cKO (B) Pthrp-tomato cells traced from P25 to P38. During this tracing period, Pthrp labeled cells gave rise to columns reaching the proliferative zone in control mice, whereas full columns and even cells within the bone marrow stroma were formed by Pthrp-cells where *Ptch1* was ablated. Small arrows indicate columns spanning through the growth plate, arrowheads point toward labeled cells in the bone marrow. **(C-D)** Upon a trace of 3 months, both models gave rise to full-length columns and cells within the bone marrow. Enlargement of columns in Ptch cKO mice was observed. Small arrows indicate enlarged columns, arrowheads indicates cells within bone marrow. Scale bar (A) and (B) 100  $\mu$ m, scale bar (C) and (D) 50  $\mu$ m. POC: primary ossification center, SOC: secondary ossification center.

Supplementary Figure 4

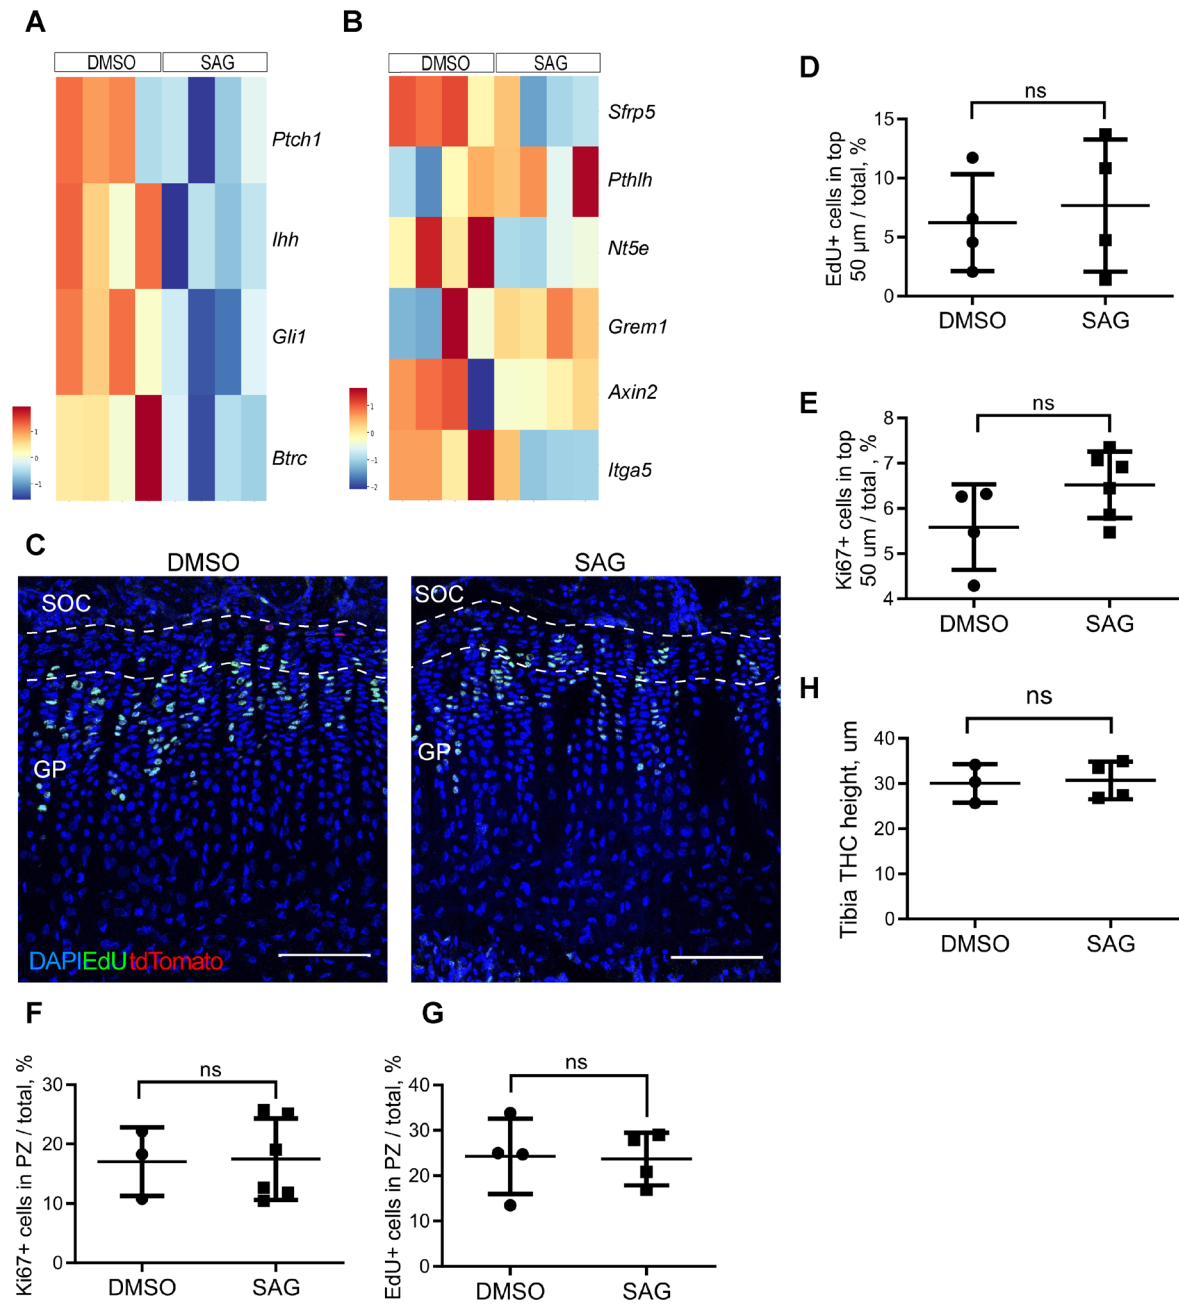

## Supplementary Figure 4

### Intra-articular injections of SAG do not affect the proliferation.

The heatmaps showing expression of genes belonging to the hedgehog pathway (A) and used as stem cell markers (B). (A) Heatmap for *Ptch1*, *Ihh*, *Gli1*, and *Btrc* genes top to bottom. (B) Heatmap for *Sfrp5*, *Pthlh*, *Nt5e* (CD73), *Grem1*, *Axin2*, and *Itgav5* (CD49e). The data are obtained from bulk-Seq of mCherry+CD73+ sorted cells from 4 control mice (DMSO, left side) and 4 SAG-treated mice (SAG, right side). (C) Representative EdU labeling in DMSO- and SAG-treated mice following intra-articular injections. (D-E) Quantification of cell proliferation following intra-articular injections, as determined by incorporation of EdU ( $n = 4/4$ ) (D) or Ki67 labelling (E) ( $n = 4/6$ ). (F-G) percentage of Ki67+ cells (D) ( $n = 3/6$ ) or EdU+ cells (E) ( $n = 4/4$ ) within the proliferative zone of the growth plate. (H) Height of terminal hypertrophic chondrocyte (THC) ( $n = 3/4$ ). Scale bars: 100  $\mu\text{m}$ . SOC: secondary ossification center; GP: growth plate. The values presented in graphs are means  $\pm$  SD. ns: non-significant.

Supplementary Figure 5

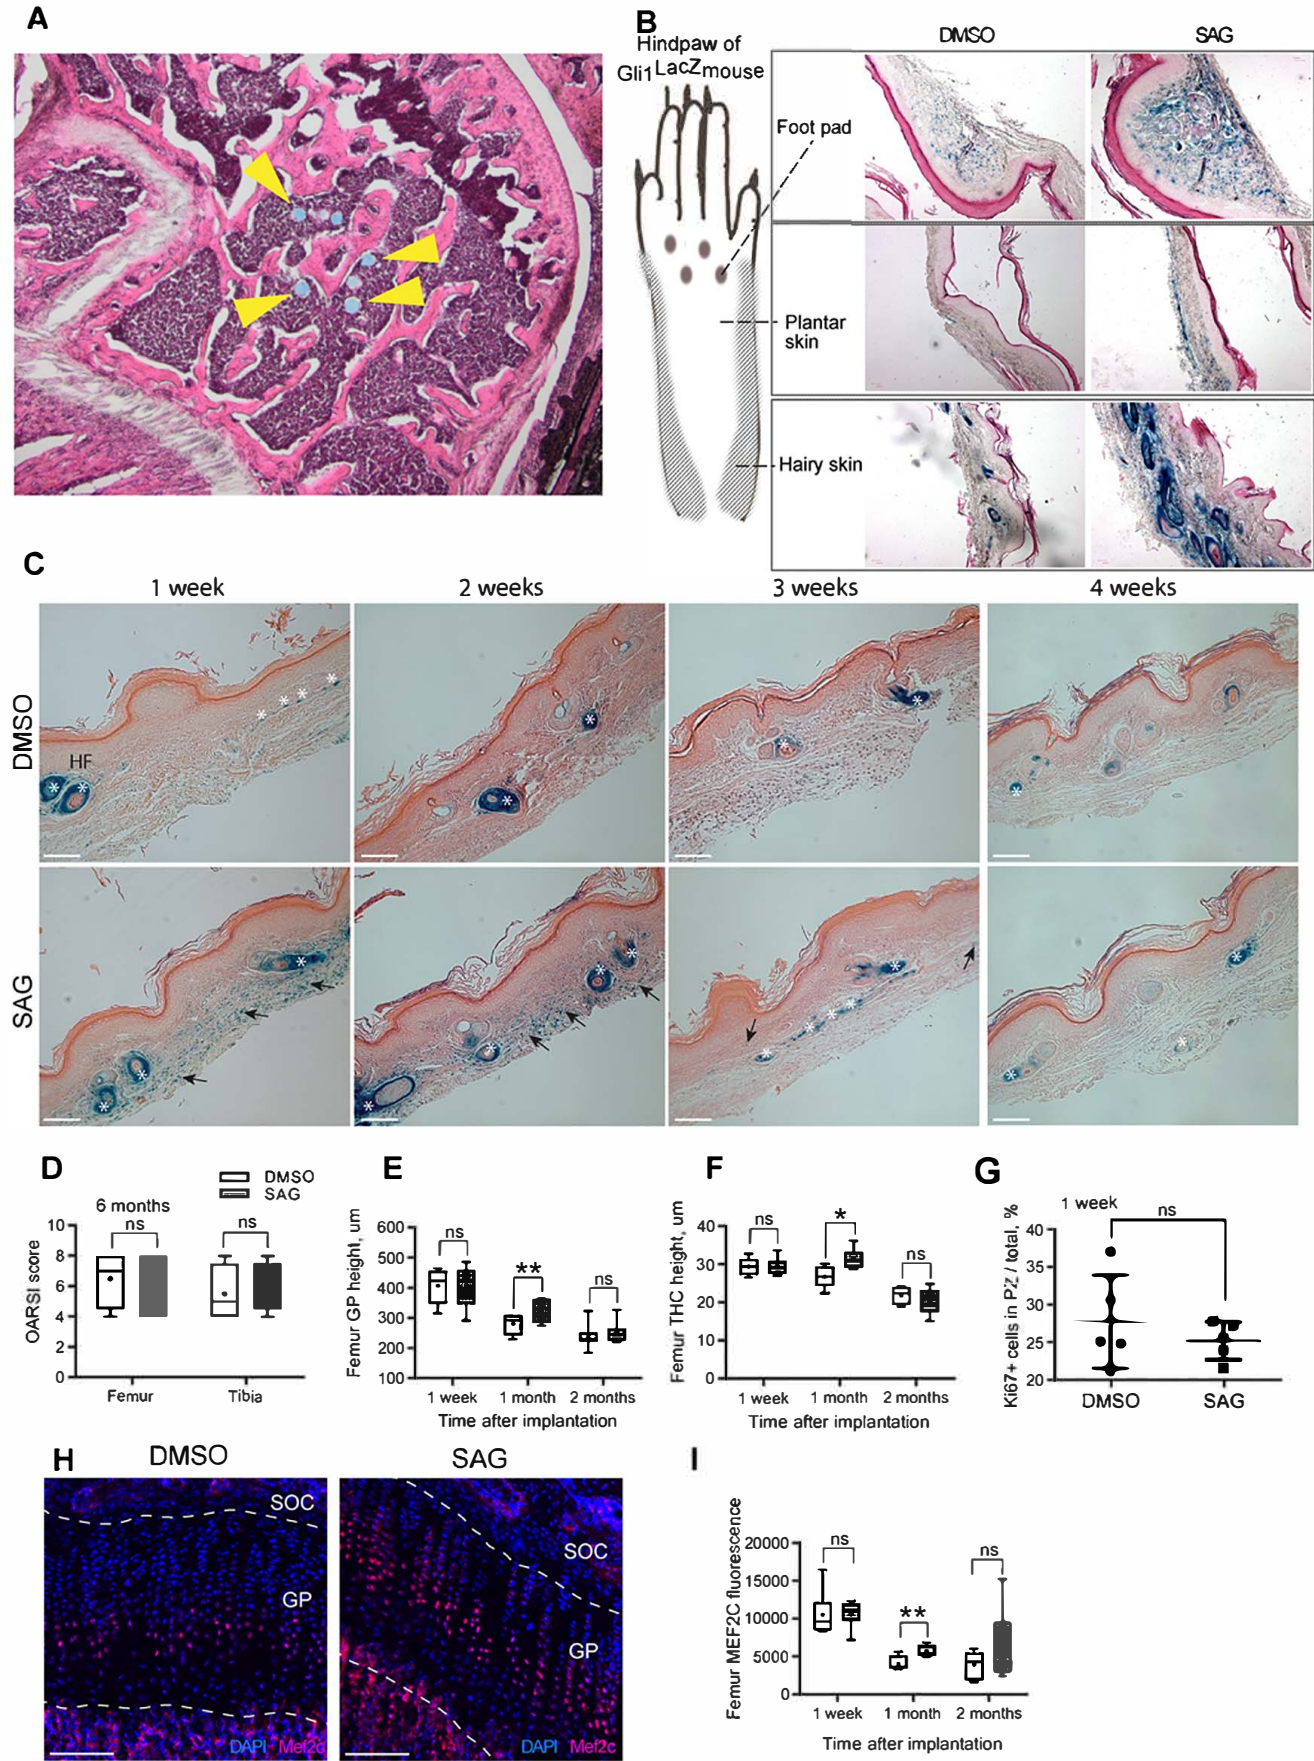

### Supplementary Figure 5

#### The effect of implantation of beads containing SAG on growth parameters (A)

Representative image of beads within the secondary ossification center of Wistar-Kyoto rats (arrows). (B) Exemplar images of Gli1LacZ reporter activation along hind paw areas one week after subcutaneous implantation of SAG- or DMSO-containing beads. Note: in hairy skin, SAG induces a hair growth phase, which results in additional (intrinsic) Gli1 activation ( $n=2$  mice). (C) Representative images of the paws of Gli1LacZ reporter mice 1, 2, 3, and 4 weeks after subcutaneous implantation of SAG- or DMSO-containing beads ( $n=3$  mice each timepoint). Asterisks indicate natural (intrinsic) Gli1 expression patterns in hair follicles (ref. 42) or nerve/vessel structures (Sun et al, bioRxiv 2022.05.16.491785). (D) Confirmation of joint health in rats treated with beads soaked in DMSO or SAG by OARSI scoring of the femur and tibia 6 months after implantation ( $n = 8$ ). (E) Height of the growth plate in the femur one week ( $n=6$ ), one ( $n=6$ ) and two months ( $n=9$ ) after implantation. (F) The height of terminal hypertrophic chondrocytes (THC) in the femur (E) one week ( $n=6$ ), one ( $n=6$ ) and two months ( $n=9$ ) after implantation. (G) Percentage of Ki67+ cells in the proliferative zone of the femur growth plate 1 week after injection of the beads ( $n = 5/5$ ). (H) Representative MEF2C immunofluorescence one month after implantation. (I) Quantification of the MEF2C fluorescent signal in the femur one week ( $n=6$ ), one ( $n=6$ ) and two months ( $n=9$ ) after implantation. Scale bar: 100  $\mu\text{m}$ . SOC: secondary ossification center; GP: growth plate. The values presented in the graphs are means  $\pm$  SD. ns: non-significant,  $*P < 0.05$ ,  $**P < 0.01$ , as determined by Student's paired  $t$ -test.

# Supplementary Figure 6

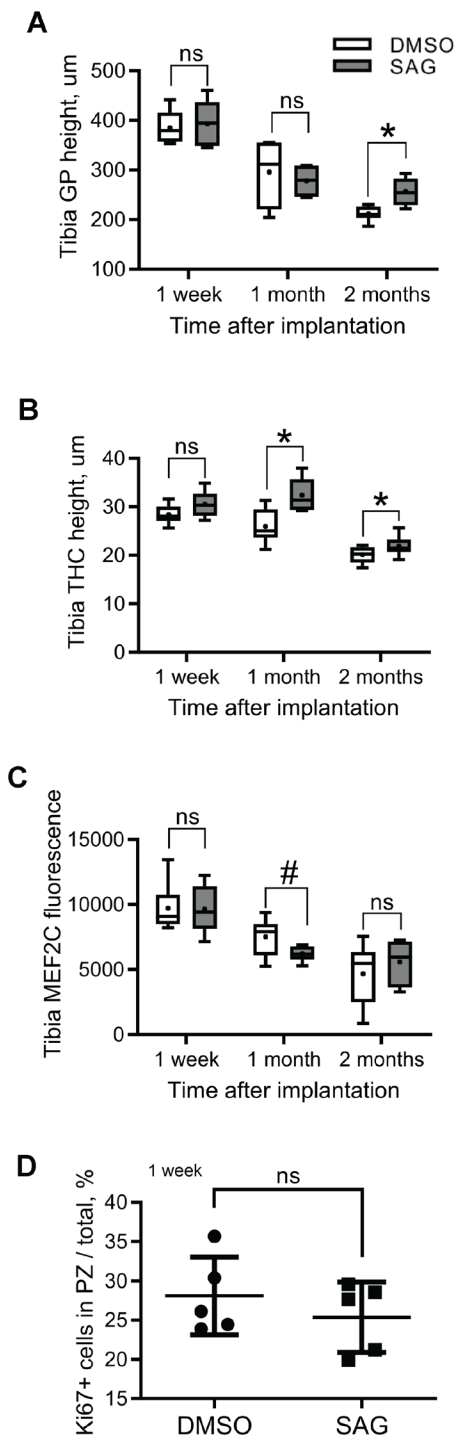

### Supplementary Figure 6

**The effect of implantation of beads containing SAG on tibia** (A) Height of the growth plate one week (n=6), one (n=6), and two months (n=9) after implantation. (B) The height of terminal hypertrophic chondrocytes (THC) in the one week (n=6), one (n=6), and two months (n=9) after implantation. (C) Quantification of the MEF2C fluorescent signal in the tibia (L) one week (n=6), one (n=6), and two months (n=9) after implantation. (D) Percentage of Ki67+ cells in the proliferative zone of the tibia growth plate ( $n = 5/5$ ) 1 week after implantation of the beads. The values presented in the graphs are means  $\pm$  SD. ns: non-significant, # $P < 0.1$  indicates a tendency toward significance (power 0.3758, effect size 0.82), \* $P < 0.05$ , \*\* $P < 0.01$ , as determined by Student's paired  $t$ -test.

How the deposited data were processed for this re-analysis (not part of the article)

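RNA sequencing was performed on FACS-sorted mCherry+CD73+ cells of the growth plate region from 4 DMSO-treated and 4 SAG-treated Pthrp-mCherry mice, with 1 library per mouse. The authors deposited a table of raw counts per gene and library, without normalization or scaling. All values were whole numbers, and all 16536 gene symbols were found in GENCODE release M21 (GRCm38), which gave identifiers, coordinates, gene types, lengths, and GC content. The steps from reads to counts were the authors' and were not repeated. The 8 libraries were matched to their treatment and replicate number by the labels deposited with the table, and 0 were left unmatched. Each library is a different mouse, and the replicate numbers 1 to 4 of the labels do not pair the mice.

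Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. In the main comparison edgeR's filterByExpr kept 15421 genes, library sizes were scaled by TMM, and SAG was compared with DMSO by the robust quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05, without a fold-change threshold. CPM was computed with the TMM factors, and a prior count of 2 was added for values on the log2 scale. The common dispersion was 0.466. The fits were tested on simulated data with 200 changed genes, drawn only from genes above a minimum mean count. Genes were simulated independently at the dispersions that edgeR estimated, without an outlying library or a mixture of cell types. Recovery by edgeR required the right direction, which was not required of DESeq2. At an 8-fold change edgeR recovered 67.5% of them with 3 false calls and DESeq2 recovered 79.5% with 67 false calls. At a 4-fold change edgeR recovered 55% with 10 false calls and DESeq2 66.5% with 66 false calls, and at a 2-fold change edgeR recovered 3.5% with 0 false calls and DESeq2 21% with 23 false calls.

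Gene lists for the Wnt pathway, the Hh pathway, and marker genes of cell types were written by hand and tested with limma's camera (inter-gene correlation 0.01, 2-sided). KEGG pathways were not used here, and Reactome sets from fgsea 1.28.0 were used in their place, with the 15421 tested genes as background and a 1-sided Fisher's exact test. Comparisons of single values between the groups used exact 2-sided permutation tests over the 70 relabellings of 4 mice against 4. The genes named in the text were those the paper names for the sequencing in its text and figures, *Gapdh*, members of the gene lists, and the 5 genes in each direction with the largest fold changes among those with an adjusted p under 0.05, no overlap between the groups, and a mean count of at least 50. Choices made before the data were examined were the main test, the gene lists, the rule for named genes, and the alternatives apart from those marked in the closing section as chosen later.

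Alternatives were DESeq2's Wald test, limma voom with sample quality weights, DESeq2's size factors or plain library size in edgeR, at least 10 counts in every sample or no filter on low counts, an absolute log2 fold change above 0.75, a replicate block, each replicate left out in turn, marker scores as covariates, removal of mitochondrial, ribosomal RNA, and hemoglobin genes, and other set tests and sets. Expression of *Ddx3y*, a gene of the Y chromosome, was added as a covariate, and pydeseq2 0.5.4 was run, after the counts had been seen. Imaging, flow cytometry, and bone lengths were not analysed here.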

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

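The test that left out 1 library at a time for the B-lineage markers was chosen only after the result was seen.

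In each group of 4 mice, the gap between the most extreme mouse and its nearest neighbor was divided by the range of the group, for 88 pairs of a measure and a group. The ratio was above the 95% critical value of Dixon's test in 6 of them, where chance gives 4.4. DMSO replicate 4 was the extreme mouse in 3 of the 6. Its mean log2 CPM of T and NK cell markers was 1.55 against 0.87 in the next mouse (ratio 0.923), its mean for target genes of Wnt signaling was 2.60 against 4.06 (ratio 0.91), and its *Btrc* level was far above the others (ratio 0.84). The others were *Grem1* in DMSO replicate 3 (ratio 0.86), *Itga5* in SAG replicate 1 (ratio 0.921), and the share of counts on *Col2a1* in SAG replicate 2, which was 1.15% against 2.87% in the next mouse (ratio 0.832). DMSO replicate 4 also had the fewest detected genes, 14416. Low sequencing depth is not the explanation, since the other DMSO libraries thinned to its total still had at least 15458 genes. It had the highest B-lineage score (mean log2 CPM 4.95) and the lowest chondrocyte score (7.83) of the DMSO-treated mice. No other technical explanation and no biological explanation was tested for a single mouse, and the 6 ratios are close to the number that chance gives.

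Marker genes of neutrophils, which the paper does not discuss, were higher in the SAG libraries. The 39 tested markers had a median log2 fold change of 1.78 (limma's camera, adjusted p = 2.42e-24 over 21 sets), and 25 of them were called higher. Only the real division of the mice gave a result as large, 1 of the 35 splits of the 8 mice into 4 and 4, and 1 of the 8 splits that part all same-numbered samples, too few to give a share under 0.05. Reads shared within a gene family do not account for the rise of the stefin A family as a whole. The summed counts of its 5 members in the table rose 11.5-fold, from 17.2 to 197 CPM (exact permutation test, 2-sided p = 0.0286, the smallest that 4 mice against 4 allow). The sum cannot tell whether reads of a relative were counted on *Stfa3* itself. A candidate explanation for the genes higher with SAG is RNA from neutrophils among the sorted cells. Of the higher genes, 379 that are not markers were compared with the neutrophil score across the mice within each group. Their median correlation was 0.59, while lists of genes with similar expression gave a median of 0.02, with 95% of the lists between -0.08 and 0.14, so the percentile among 10000 lists was 100. With 4 mice per group, a larger share of neutrophil RNA in the SAG libraries cannot be told apart from a response of the sorted cells that varies together with it.

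Marker genes of B-lineage cells were lower in the SAG libraries. The 30 tested markers had a median log2 fold change of -3.01 (limma's camera, adjusted p = 9.88e-12 over 21 sets), with 5 called lower. Camera's unadjusted p stayed at or below 1.03e-07 with 1 library left out at a time, but other splits of the mice also gave values that small, so this does not tell whether a single library carries the result. The median ranged from -3.32 to -2.10 in these fits. The mean log2 CPM of the markers was lower in every SAG-treated mouse than in every DMSO-treated mouse (exact permutation test, 2-sided p = 0.0286, the smallest that 4 mice against 4 allow), and edgeR's fry gave an unadjusted p under 0.05. However, 5 of the 35 splits of the mice, and 2 of the 8 that part all same-numbered samples, gave a camera result as large, and with the correlation between genes estimated from the data the p was 0.0697. The tests therefore differ on whether the division by treatment stands out from other divisions of the mice. Of the other lower genes, the 36 that are not markers had a median within-group correlation of -0.05 with the B-lineage score, at percentile 41.4 of matched lists, of which 95% lay between -0.35 and 0.33. This test showed no sign that they follow B-lineage RNA, but with the B-lineage score as a covariate 11 of the 41 lower genes were still called, and treatment explained 68.5% of the variance of that score, so a part played by B-lineage RNA in the other lower genes cannot be ruled out. The B-lineage and neutrophil lists were written with the labels of Figure 3G in view.

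The counts of 13 genes were 0 in every DMSO library and at least 10 in every SAG library, and 1 gene, *4632433K11Rik*, showed the opposite. *4632433K11Rik* was chosen after its values were seen. The largest number in another split was 8 and the median was 2, so 1 of the 35 splits, and 1 of the 8 that part all same-numbered samples, gave as many. Whether these genes follow the share of RNA from another cell type was not tested, and no biological explanation was tested.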

How the results depend on the processing

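The *Ddx3y* covariate, the pydeseq2 fits, the DESeq2 fit with filtering tuned for 0.1, the count of Figure 3J genes among DESeq2's calls, and the Fisher's exact tests on DESeq2's calls or on the Wnt list without the Figure 3J genes with the calls of the alternatives were chosen only after the result was seen. The planned covariate *Xist* was not run.

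The direction of the neutrophil, B-lineage, and chondrocyte marker sets was the same under every scaling and filter and with each mouse left out. Scaling by DESeq2's size factors or library size alone moved the median log2 fold change of all genes from -0.08 to -0.11 and -0.14, shifts smaller than 0.1, and did not change the direction of these sets. The *Pthlh* to *Gapdh* ratio stayed between -0.46 and -0.30 on the log2 scale with each mouse left out.

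DESeq2 called 812 genes higher and 413 lower against 404 and 41 with edgeR, and 399 and 40 were shared. It called 12 genes of Figure 3J against 1 with edgeR, gave an odds ratio of 3.39 for Wnt genes among the lower genes, all of them genes of Figure 3J, and led to 2 Reactome sets for the lower and 51 for the higher genes. Tuned for 0.1 it called 818 and 414 genes and 12 of Figure 3J, with an odds ratio of 3.29. Limma voom called 995 higher and 398 lower genes and 7 of Figure 3J, with an odds ratio of 2.85. With at least 10 counts in every sample, 87 genes were lower. Pydeseq2 called 800 and 403 genes with no minimum and no fold threshold, and 799 and 400 with a total count of at least 10 and an absolute log2 fold change above 0.5. The cause of these changes was not tested.

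With each mouse left out, the number of higher genes ranged from 80 to 1017, that of lower genes from 4 to 343, and that of Figure 3J genes from 0 to 6. The odds ratio for Wnt genes ranged from 0 to 3.50, the median of the Wnt list from -0.26 to -0.09 (p under 0.05 in 2 fits), and that of the Hh list from -0.28 to -0.13 (p under 0.05 in 1 fit). The highest counts came without DMSO replicate 4. The log2 fold change of *Grem1* ranged from -0.048 to 1.22 and reversed in 2 fits.

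With the neutrophil score as a covariate, 0 genes were higher and 0 lower (629 and 709 at an unadjusted p under 0.05), 0 genes of Figure 3J were called, and the odds ratio could not be computed. Treatment explained 89.2% of the variance of this score, so its effect and that of SAG are hardly separable. The medians reversed for the Wnt list to 0.44, the Hh list to 0.62, neutrophil markers to -0.30, and chondrocyte markers to 0.77. For the neutrophil markers a median near 0 was fixed in advance, because the covariate is their own mean. The median of B-lineage markers did not reverse but moved from -3.01 to -6.45. The log2 fold change reversed for *Ptch1* (0.48), *Pthlh* (-0.68), *Grem1* (-2.34), *Axin2* (1.40), *Camk2d* (0.049), *Lef1* (0.92), *Plcb1* (0.11), *Rspo4* (2.11), *S100a8* (-0.0056), *Ppa1* (1.28), and *Actb* (-0.12). With the B-lineage score as a covariate, 792 genes were higher and 326 lower, 3 genes of Figure 3J were called, and the odds ratio was 3.51. The Wnt list then had a median of -0.51 and the Hh list -0.46, both with camera's unadjusted p under 0.05. The B-lineage markers had a median of 0.023, which was fixed near 0 in advance because the covariate is their own mean. *Trp53* (0.061, standard error 0.59) and *Mzb1* (0.54, standard error 1.34) reversed. With *Ddx3y* as a covariate the p of the Wnt list was 0.0394 (median -0.20).

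With the correlation between genes estimated, the B-lineage markers had p = 0.0697 (median -3.01) and the chondrocyte markers p = 0.100 (median -0.99). The Reactome set for Wnt had a median of 0.052, and without the Figure 3J genes the odds ratio was 0. The 4 genes of Supplemental Figure 4A had a median of -1.35 (limma's camera, adjusted p = 5.62e-04), on genes that the paper drew from these data. *Pthlh* in CPM had a log2 ratio of 0.37, the reverse of its ratio to *Gapdh*, and the rise in *Gapdh* accounts for this.

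With the replicate number as a block, 334 genes were higher and 18 lower (287 and 14 shared), 0 genes of Figure 3J were called, and the odds ratio was 0. The numbers do not pair the mice, and the residuals of same-numbered samples had a mean correlation of 0.0428, so the block uses up degrees of freedom.

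For the 63 single genes, 978 of 1253 comparisons with an alternative kept their direction and side of the threshold, 207 were weaker, 53 stronger, and 15 reversed.

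With 4 mice per group, small changes can be missed. In simulated data edgeR recovered 3.5% of genes changed 2-fold and 67.5% of genes changed 8-fold, and DESeq2 recovered 21% and 79.5% with 23 and 67 false calls. The simulated genes were independent and followed edgeR's own dispersions, so these shares and false calls may not hold for the real libraries.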

Differences from the paper's values

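The paper reports 799 upregulated and 400 downregulated genes, and edgeR's test called 404 and 41. Of the alternatives set before the data were examined, the number of higher genes was within 1.5 times the paper's with DESeq2's Wald test (812), limma voom (995), at least 10 counts in every sample (558), without DMSO replicate 4 (1017), and with the B-lineage score as a covariate (792). For the lower genes this held with DESeq2's Wald test (413), limma voom (398), without DMSO replicate 4 (343), and with the B-lineage score as a covariate (326). It did not hold for the other alternatives, which were the other scalings and filters, the fold-change threshold, the replicate block, each other mouse left out, the neutrophil score as a covariate, and removal of mitochondrial, ribosomal RNA, and hemoglobin genes. DESeq2 in R with filtering tuned for 0.1 called 818 and 414 genes, a setting chosen after seeing the values. In a search chosen after seeing the values and the paper's numbers, 48 combinations of settings of pydeseq2 gave between 683 and 801 higher and between 340 and 408 lower genes. The 2 combinations with a total count of at least 10, both of its filters on, and an absolute log2 fold change above 0.5 gave exactly 799 and 400.

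The paper places Wnt signaling among the top downregulated KEGG pathways. Among Reactome sets, Signaling by Wnt ranked 100 of 875 for edgeR's lower genes and 66 of 828 for DESeq2's. A hand-written Wnt list had an odds ratio of 2.96 among edgeR's lower genes (1-sided Fisher's exact test, p = 0.294). Its p was under 0.05 with DESeq2's calls (odds ratio 3.39, and 3.29 with filtering tuned for 0.1, both chosen after seeing the values), limma voom (2.85), without DMSO replicate 4 (2.55), and the B-lineage score as a covariate (3.51). Without the genes of Figure 3J, a test chosen after seeing the values, DESeq2's calls held 0 genes of the list, those of limma voom 2 (odds ratio 0.649), those without DMSO replicate 4 1 (0.377), and those with the B-lineage score as a covariate 6 (odds ratio 2.51, 1-sided Fisher's exact test, p = 0.0393).

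The paper draws the 12 genes of Figure 3J as differentially expressed, and edgeR called 1. DESeq2 called 12 (with either filtering), limma voom 7, edgeR without DMSO replicate 4 6, and the B-lineage covariate 3. *Sfrp5* was also called without SAG replicate 1. The paper describes the Hh pathway as downregulated, and of the 4 genes of Supplemental Figure 4A edgeR called *Ihh*. DESeq2 called all 4, edgeR without DMSO replicate 4 called *Gli1* and *Ptch1* as well, limma voom called *Gli1* and *Ptch1*, the filter of at least 10 counts in every sample added *Gli1*, and the B-lineage covariate gave *Ptch1*. Of the genes labeled as lower in Figure 3G edgeR called 11 of 20, DESeq2 20 (18 with filtering tuned for 0.1, chosen after seeing the values), the filter of at least 10 counts 15, and limma voom 9. *Dhrs13* of Figures 3G and 3I was called with DESeq2, limma voom, and the filter of at least 10 counts in every sample, and *Iglc2* of Figure 3G with limma voom. *Il7r* of Figure 3G was also called without DMSO replicate 1, and *Irf4* without DMSO replicate 2.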

Other observations

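The tests of library size, of sex, of the rise in *Gapdh*, and of *Gli1*, *Ptch1*, and *Hhip* as a group were chosen only after the result was seen.

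Chondrocyte marker genes were lower in the SAG libraries. The 34 tested markers had a median log2 fold change of -0.99 (limma's camera, adjusted p = 1.43e-10 over 21 sets), and *Col2a1* fell from 5.44% to 2.59% of all counts. Only 1 of the 35 splits of the mice, the real one, and 1 of the 8 that part all same-numbered samples gave a result as large. The margin was small, with an unadjusted camera p of 2.05e-11 for the real split. Exchanging DMSO replicate 4 for SAG replicate 4 gave 2.59e-11, and exchanging it for SAG replicate 1 gave 3.18e-11. With the correlation between genes estimated from the data, camera's p was 0.100, and edgeR's fry gave 0.0264. A smaller share of chondrocyte RNA in the SAG libraries may account for the fall of Hh targets and of the Wnt genes of Figure 3J. The mean of a list of 4 Hh targets fell by 1.12 on the log2 scale, and by 0.074 relative to the chondrocyte score (exact permutation test, 2-sided p = 0.857). The mean of the Hh targets *Gli1*, *Ptch1*, and *Hhip* fell by 1.18 on the log2 scale, and by 0.14 relative to the chondrocyte score (exact permutation test, 2-sided p = 0.514). The mean of the Figure 3J genes fell by 1.27 on the log2 scale, and by 0.23 relative to the chondrocyte score (exact permutation test, 2-sided p = 0.286). Within each group the 11 genes of Figure 3J that are not chondrocyte markers (all but *Sfrp5*) had a median correlation of 0.46 with the chondrocyte score, at percentile 92.6 of 10000 matched lists, under the 95 that was set for following it. The mean of the 4 genes of Supplemental Figure 4A fell by 1.81, and by 0.85 relative to the same score, and *Ihh* fell by 2.60 relative to it (exact permutation test, 2-sided p = 0.0571 for each relative to the score). Relative to this score *Pthlh* rose by 1.44, the Wnt list by 0.88, and *Gapdh* by 1.78 (exact permutation test, 2-sided p = 0.0286 for each). The score itself fell by 1.04, so an unchanged gene rises relative to it, and these values show no rise of their own. Without the score *Pthlh* changed by 0.36 (exact permutation test, 2-sided p = 0.114) and the Wnt list by -0.16 (exact permutation test, 2-sided p = 0.543). A fall in a share of RNA cannot be told apart from a fall in the expression of these genes within the sorted cells. With the neutrophil score as a covariate, the p of the Wnt list was 0.301, which cannot tell whether neutrophil RNA plays a part, because the test did not pass without the covariate.

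The camera p of the Wnt list was reached by 11 of the 35 splits of the mice and by 3 of the 8 that part all same-numbered samples, and the same numbers, 11 and 3, held for the Hh list. For the number of genes called higher and for the number called lower, 1 of 35 and 1 of 8 splits reached the real result, and the others called at most 1 gene in a direction. This was also the case for Wnt genes among the lower genes (1 of 35 and 1 of 8), where the other splits had too few calls to give a test, and for Reactome sets among the higher genes (1 of 35 and 1 of 8). Reactome sets among the lower genes numbered 0 in the real split (18 at an unadjusted p under 0.05), which all 35 and all 8 splits reach. The 8 splits can give no share under 0.05.

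The lower *Pthlh* to *Gapdh* ratio goes with a rise in *Gapdh* (exact permutation test, 2-sided p = 0.0286) and without a fall in *Pthlh* CPM. Relative to each of the 500 genes with the largest mean count, *Pthlh* was higher with SAG for 62% of them. The exact permutation test had p under 0.05 for a lower ratio with 81 of these genes and for a higher ratio with 21. The direction may therefore depend on the reference gene.

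The paper gives 7.0 ± 0.24 and 5.4 ± 0.35 as mean ± SE for this ratio. The means here were 7.04 and 5.44 with SE of 0.278 and 0.405. With the SD computed with n in place of n - 1 as its divisor, the SE would be 0.241 and 0.351.

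Across all genes, which are not independent replicates, gene length and GC content varied little with the log2 fold change (Spearman's rho of -0.0803 and 0.0201). Median GC content was 49.3% in the tested, 51.1% in the higher, 50.5% in the lower, and 53.2% in the Figure 3J genes. Median lengths in the same order were 3463, 3150.5, 3754, and 4106.5 bases. Whether these medians differ beyond sampling was not tested. Mean total counts were 36231900 in DMSO-treated and 41104800 in SAG-treated mice, a difference not detected with 4 mice per group (exact permutation test, 2-sided p = 0.4). *Ddx3y*, which is expressed from the Y chromosome, was between 0.625 and 84.9 CPM in DMSO-treated and between 1.44 and 100 CPM in SAG-treated mice, so low and high levels occur in both groups, and 90.1% of the called genes were still called with *Ddx3y* as a covariate, 376 of the 404 higher but 25 of the 41 lower genes.

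In the paper's supporting data, mCherry+CD73+ cells made up a median of 0.00753% of live single cells in vehicle-treated mice (the paper's values, 0.00135% to 0.0350%, n = 7) and 0.123% in SAG-treated mice (the paper's values, 0.0661% to 0.350%, n = 4).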
